# Mouse models of pediatric high-grade gliomas with MYCN amplification reveal intratumoral heterogeneity and lineage signatures

**DOI:** 10.1038/s41467-023-43564-w

**Published:** 2023-11-24

**Authors:** Melanie Schoof, Shweta Godbole, Thomas K. Albert, Matthias Dottermusch, Carolin Walter, Annika Ballast, Nan Qin, Marlena Baca Olivera, Carolin Göbel, Sina Neyazi, Dörthe Holdhof, Catena Kresbach, Levke-Sophie Peter, Gefion Dorothea Epplen, Vanessa Thaden, Michael Spohn, Mirjam Blattner-Johnson, Franziska Modemann, Martin Mynarek, Stefan Rutkowski, Martin Sill, Julian Varghese, Ann-Kristin Afflerbach, Alicia Eckhardt, Daniel Münter, Archana Verma, Nina Struve, David T. W. Jones, Marc Remke, Julia E. Neumann, Kornelius Kerl, Ulrich Schüller

**Keywords:** Cancer models, Oncogenesis

## Abstract

Pediatric high-grade gliomas of the subclass MYCN (HGG-MYCN) are highly aggressive tumors frequently carrying *MYCN* amplifications, *TP53* mutations, or both alterations. Due to their rarity, such tumors have only recently been identified as a distinct entity, and biological as well as clinical characteristics have not been addressed specifically. To gain insights into tumorigenesis and molecular profiles of these tumors, and to ultimately suggest alternative treatment options, we generated a genetically engineered mouse model by breeding *hGFAP-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN* mice. All mice developed aggressive forebrain tumors early in their lifetime that mimic human HGG-MYCN regarding histology, DNA methylation, and gene expression. Single-cell RNA sequencing revealed a high intratumoral heterogeneity with neuronal and oligodendroglial lineage signatures. High-throughput drug screening using both mouse and human tumor cells finally indicated high efficacy of Doxorubicin, Irinotecan, and Etoposide as possible therapy options that children with HGG-MYCN might benefit from.

## Abstract (web summary)

Paediatric high-grade gliomas with MYCN amplification (HGG-MYCN) are rare and highly aggressive. Here, the authors generate a mouse model for HGG-MYCN that can recapitulate the histological and molecular profiles of the human tumours, and perform high-throughput drug screening to identify potential treatment options.

## Introduction

Recently, tumors originally diagnosed as primitive neuroectodermal tumors (PNETs) have been reclassified into multiple different pediatric brain tumor classes^1^. One clearly distinguishable class of these tumors are “pediatric high-grade gliomas with *MYCN* amplification”, hereafter called “HGG-MYCN”. This recently described tumor entity was further characterized by Korshunov et al. and Tauziède-Espariat et al. as being highly aggressive pediatric gliomas with a poor prognosis and a median overall survival of only 14 months^2–4^. When compared to other pediatric glioma, HGG-MYCN present with the worst survival of subtypes^3^. Unlike other glioma, HGG-MYCN histologically present with undifferentiated, densely packed cell nuclei and highly circumscribed tumors without typical glial features. Molecularly, these tumors often carry amplification of the *MYCN* gene and somatic or constitutional mutations in *TP53*^2,4,5^. Usually, these tumors are treated according to protocols for high-grade glioma with no specificities or targeted therapies available.

MYCN is a transcription factor of the MYC family, which consists of three paralogues: cellular (c-), lung-carcinoma derived (l-), and neuroblastoma-derived (n-)–myelocytomatosis (myc). Even though all three share a common structure containing so-called MYC boxes and a basic helix-loop-helix domain, they show a distinct expression profile in normal tissue and disease. MYCN is expressed in neural tissues and is essential for normal central nervous system (CNS) development^6,7^. It was discovered in 1983 as an amplified gene in neuroblastoma, a childhood tumor of the neural crest, with similarities to the *c-MYC* gene^8,9^. Shortly after its discovery, MYCN was associated with high-risk neuroblastoma and poor prognosis^10–12^.

*MYCN* has also been described to be involved in a number of further tumor entities, spanning hematologic malignancies^13,14^, lung cancers^15^, and malignancies of the nervous system^16^. In CNS tumors, MYCN is mainly involved in tumorigenesis of retinoblastoma^17^, medulloblastoma^18–22^, and glioblastoma^23–25^.

Although a few mouse tumor models driven by alterations of MYCN have been described, none of them have developed gliomas with similarities to human HGG-MYCN. The most prominent MYCN-driven tumor models mimic human neuroblastoma, in which MYCN expression, driven by tyrosine-hydroxylase (TH)- or dopamine-β-hydroxylase- (Dbh)-cre, leads to the development of aggressive tumors, modeling the human disease^26,27^. Forcing MYCN expression in the hindbrain by the *Glt1*-promoter induced the development of tumors, which resemble human medulloblastoma (MB) with the highest similarity to group 3 MB^28^. This mouse model is well established as a group 3 MB model although MYCN is usually associated with group 4 MB^29^. Furthermore, mutated MYCN is able to transform different types of neural stem cells (NSCs) leading to medulloblastoma- and glioblastoma-like tumors in hind- and forebrain, respectively^30^. On the other hand, forced expression of wild-type MYCN in the hindbrain or entire CNS does not necessarily lead to brain tumor development^31,32^. Given the lack of existing mouse models for HGG-MYCN on one hand and the urgent need for alternative treatment modalities for this aggressive disease on the other hand, we here aimed to develop a murine model for HGG-MYCN mimicking their human counterparts. As HGG-MYCN often carry both alterations, *MYCN* amplifications and *TP53* mutations, we generated a mouse model with combined expression of wild-type human *MYCN* and a loss of *Trp53*, which, on its own, induces glioma development in mice with a long latency and reduced penetrance^33^.

In this work, we successfully generate a mouse model for HGG-MYCN by inducing *MYCN* expression and simultaneous *Trp53* deletion in *hGFAP-cre* expressing cells (*hGFAP-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN*), and show that these mice develop large forebrain tumors with 100% penetrance within 90 days. These tumors recapitulate human HGG-MYCN histologically and molecularly. We use a multi-omic approach to dissect the tumor biology of murine gliomas as well as high-throughput drug screening to identify alternative treatment options for these aggressive tumors.

## Results

### HGG-MYCN tumors represent a distinct tumor entity and frequently carry alterations in TP53 and MYCN

Studies published on the recently discovered rare HGG-MYCN entity describe a group of aggressive pediatric gliomas, which form a distinct cluster in global DNA methylation analysis^1,2,34,35^. We collected respective data from published and five in-house cases of HGG-MYCN diagnosed by DNA methylation profiling and used a reference set of pediatric brain tumors to confirm the distinctiveness of these tumors by Uniform Manifold Approximation and Projection (UMAP). We included the most common brain tumors as well as potential differential diagnoses and analyzed the global DNA methylation of 2514 tumors, including 47 HGG-MYCN (Fig. 1a). Clinical information of the HGG-MYCN patients revealed a median age of 8 years with only 4 out of 89 patients older than 20 years (range: 1–56 years, Fig. 1b). Sex distribution was almost balanced (Fig. 1c). DNA sequencing information was available for 47 cases, and we found *TP53* mutations in 68% and *MYCN* amplifications in 60% of those cases (Fig. 1d, e). Thirty-six percent of the analyzed cases carried both a loss of *TP53* and an amplification of *MYCN* (Fig. 1f). HGG-MYCN were detected throughout the entire brain with a preponderance of tumors occurring in the frontal and temporal lobe (Fig. 1g). The tumors presented with multiple chromosomal aberrations and, in part, a clearly visible *MYCN* amplification (*n* = 19) as visualized in a heatmap of the copy number variations of 47 tumors as well as by Fluorescence-in situ hybridization (FISH) or immunohistochemistry (IHC). IHC showing accumulated p53 indicating a mutated *TP53* (Fig. 1h–l).

**Fig. 1:**
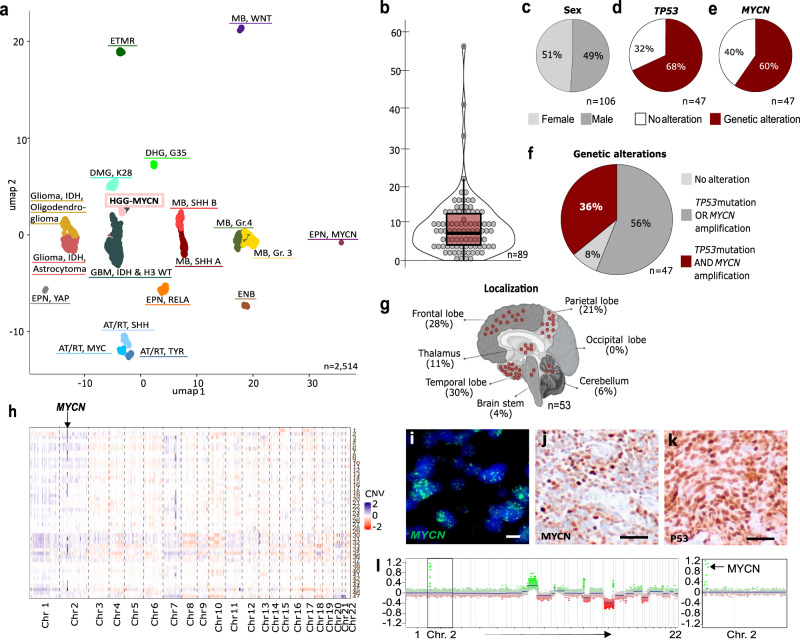
Tumors of the DNA methylation class HGG-MYCN carry MYCN amplifications and TP53 mutations. **a** UMAP of global DNA methylation profiling of 2514 cases of multiple brain tumor entities including the most common brain tumors as well as potential differential diagnoses including 47 HGG-MYCN using the 10,000 most differentially methylated CpG sites. **b** Age distribution of *n* = 89 HGG-MYCN tumors with a median age of 8 years (bounds of box = 3–13, whiskers = min:1, max:22). **c** Sex distribution of 106 HGG-MYCN. **d** 47 HGG-MYCN were screened for TP53 mutations, of which 68% carried a mutation. **e** The same 47 cases as in (**d**) were analyzed for their MYCN status. **f** Of the same 47 cases shown in (**d**) and (**e**), only 8% carried no TP53 or MYCN alteration, whereas 36% of those carry both alterations. **g** Tumors can be found throughout the entire brain with the majority of cases located in the temporal and frontal lobes. **h** Heatmap showing copy number variations of 47 HGG-MYCN. The copy number profile of such tumors is imbalanced with a clearly visible *MYCN* amplification (Chr. 2), highlighted by the arrow. *MYCN* amplifications can also be detected by FISH analysis (representative case shown in (**i**), three independent tumors showing this amplification were analyzed), while IHC may serve as a surrogate marker (representative case in (**j**), the same three tumors were analyzed). **k** Nuclear p53 accumulation indicating impaired p53 function can be detected by IHC (representative case, three independent tumors were analyzed). **l** Representative CNV plot of a HGG-MYCN with a magnification of chromosome 2 with the *MYCN* amplification (CNV plots of 47 tumors were generated). Scale bar in **i** = 5 μm, in **j** & k = 50 μm. Source data are provided as a Source Data file.

### hGFAP-cre driven loss of p53 and expression of MYCN induce brain tumor formation in mice

In order to generate an appropriate mouse model for HGG-MYCN, we exploited the Cre-LoxP system to simultaneously induce the deletion of *Trp53* and force expression of human wild-type MYCN under the control of the *hGFAP* promoter. This promoter is active from embryonic day (E) 13.5 onwards and targets radial glia, which later differentiates to distinct cell types of the CNS, including neurons, oligodendrocytes, astrocytes, and adult neural stem cells^36^. Loss of p53 is accomplished by an allele carrying loxP-sites after exon 1 and 10 in the *Trp53* gene, leading to a large deletion in the gene upon recombination. The expression of MYCN is achieved by inserting an allele into the ubiquitously expressed *Rosa26* locus, where a stop codon flanked by two loxP sites is preceding the *MYCN* open-reading-frame (Fig. 2a).

**Fig. 2:**
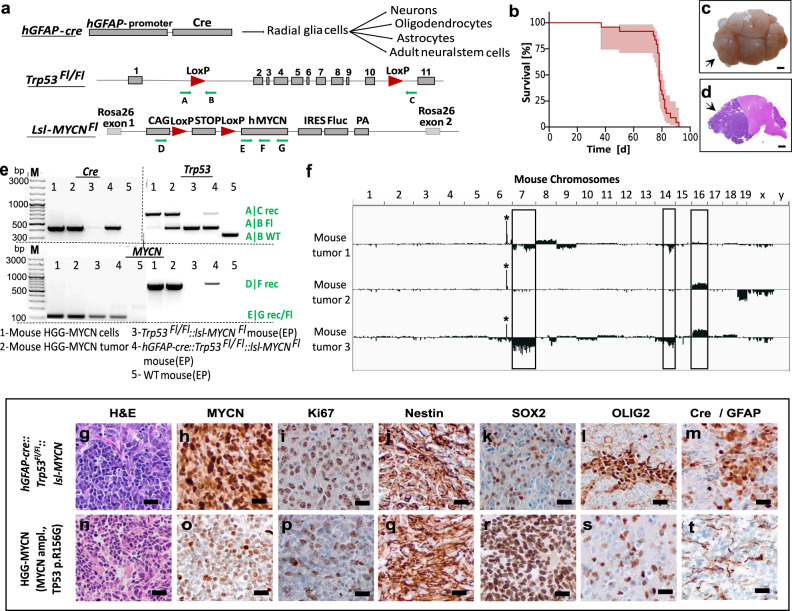
Mouse HGG-MYCN develop within the first 100 days of life and match their human counterparts histologically. **a** Genetics of the HGG-MYCN mouse model. Cre is expressed under control of the *hGFAP* promoter, which targets different cell populations shown on the right. The floxed alleles of *Trp53* and *MYCN* are depicted, loxP sites are shown as red arrowheads, and primers for genotyping and proof of recombination are shown as green arrows. **b** Kaplan–Meier survival curve of mice with HGG-MYCN (*n* = 24) as percent survival, light red area showing the asymmetrical 95% confidence interval. **c** Macroscopic image of a mouse brain carrying an HGG-MYCN (arrow). **d** Hematoxylin and Eosin (H&E) stained brain with a large forebrain tumor (arrow). **e** Representative PCR result of genotyping and the detection of allele recombination. Results are shown for cultured mouse tumor cells (1), fresh mouse tumor tissue (2), ear biopsy of a mouse not carrying the Cre recombinase (3), ear biopsy of a mouse with an HGG-MYCN (4), and (5) a wild-type mouse carrying none of the transgenes. Bands result from the primers indicated by green arrows in (**a**). The same PCR was performed for all animals generated in the study including the *n* = 24 animals included in the Kaplan-Meier survival analysis. **f** Copy number variation plots of three mouse HGG-MYCN. An amplification of the *Rosa26*-locus, in which the *MYCN* is inserted, is visible in all three samples (marked by the star). Other recurrent copy number changes are observed in at least two of the tumors (marked by the rectangle). **g**–**t** Immunohistochemical comparability of mouse and a human HGG-MYCN. The pictures show representative micrographs, all stainings were performed independently on at least three samples. EP ear punch, Fl Floxed allele, M marker, Rec recombined allele, WT wild-type allele. The scale bar in c and d corresponds to 2 mm, and the scale bar in (**g**–**t**) corresponds to 20 μm. Source data are provided as a Source Data file.

All *hGFAP-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN* animals (*n* = 24) developed neurological symptoms within 90 days of life with the first animals being symptomatic around postnatal day 40 (Fig. 2b). The animals abruptly presented with hydrocephalus and akinesia and were sacrificed as soon as symptoms appeared. Upon necropsy, large forebrain tumors and enlarged ventricles were macroscopically found (Fig. 2c). Midbrain and hindbrain as well as the spinal cord and other organs appeared macro- and microscopically normal. This was of particular interest, since *MYCN* amplifications and/or *TP53* mutations have also been observed in a subset of spinal ependymoma as well as in pediatric medulloblastoma^21,22,37^. In this model, none of the microscopically analyzed mice (*n* = 17) showed overexpression of MYCN in these regions.

Histological examination of the murine brains revealed large, cell-dense tumors of the forebrain with a heterogeneous cell morphology (Fig. 2d, S1). To determine the timing of tumor initiation, we sacrificed animals at postnatal day (P) 7 and 37 prior to the establishment of any symptoms. At P7, no tumor lesion was detected by histological examination of the brains of six mice, whereas at P37, tumor lesions were detected in all analyzed mice (*n* = 5). These small tumor lesions presented with densely packed, highly proliferating cells in the outermost layer of the olfactory bulb (OB) (Fig. S1).

Genetic analysis of the tumors developing in *hGFAP-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN* mice showed a recombined stop codon as well as a recombined *Trp53* allele as expected (Fig. 2e). We also analyzed potential copy number variations (CNVs) of three representative mouse tumors (Fig. 2f). Due to the genetic engineering, all three mouse tumors revealed an amplification of the *Rosa26*-locus with the inserted *MYCN* on chromosome 6 (asterisk in Fig. 2f). Moreover, they showed chromosomal aberration private to one tumor as well as recurrent chromosomal aberrations appearing in at least two of three tumors at chromosomes 7, 14, or 16 (Fig. 2f). This suggests that the combination of *MYCN* and *Trp53* alterations induce further genomic changes that may be needed for tumor development.

We next characterized the mouse tumors by microscopy to see whether they resemble their human counterparts. Tumors of both species showed irregularly shaped, densely packed cell nuclei (Fig. 2g, n) and were positive for MYCN (Fig. 2h, o). They were also highly proliferative (Fig. 2i, p) and expressed Nestin (Fig. 2j, q), SOX2 (Fig. 2k, r), OLIG2 (Fig. 2l, s), and GFAP (Fig. 2m, t). Other histological markers were also similarly expressed in mouse as well as human tumors: Neurofilament, NeuN, and Synaptophysin were not expressed but tumors of both, mouse and human, expressed TubB3 (Fig. S2).

So far, the cell-of-origin as well as time and place of tumor onset for HGG-MYCN is unknown. Therefore, we decided to investigate tumor development in other cell populations of the developing CNS by breeding animals with the same genetic alterations in other target cell populations. We bred *Sox2-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN* and *Blbp-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN* mice, which initiate recombination upon E6.5 or E9.5, respectively. The *Sox2*-mediated recombination was embryonically lethal (Fig. S3a) with severely underdeveloped animals at E16.5 (Fig. S3b–d). The *Blbp*-mediated recombination also led to prenatal lethality except for two animals surviving until P0 and two until P18, on which they presented with hydrocephalus (Fig. S3e). Histologic examination of the P18 brains showed no signs of tumor development, suggesting rather a developmental defect as the cause for the hydrocephalus (Fig. S3f–h).

### Mouse HGG-MYCN molecularly resemble their human counterparts

We next investigated whether murine and human tumors shared similarities regarding their DNA methylation profiles. We used bead chip arrays to detect the methylation status of 285,000 CpG sites of the mouse genome. Of these sites, 141 CpG sites were identical to the human 850k (EPIC) array. The beta-values of these 141 sites were sufficient to distinguish different human brain tumor entities according to the visualization via UMAP. When clustering the methylation data of the murine tumors with the most common pediatric brain tumors as well as potential differential diagnosis, mouse HGG-MYCN (hot pink) showed the highest similarity to the human HGG-MYCN (light pink, Fig. 3a). As a control, we included tumors of *Math1-cre::SmoM2*^*Fl/wt*^ mice, which are a well-known murine model for sonic hedgehog medulloblastoma (SHH-MB)^38^ and which were located nearest to human SHH MB, as expected (Fig. 3a).

**Fig. 3:**
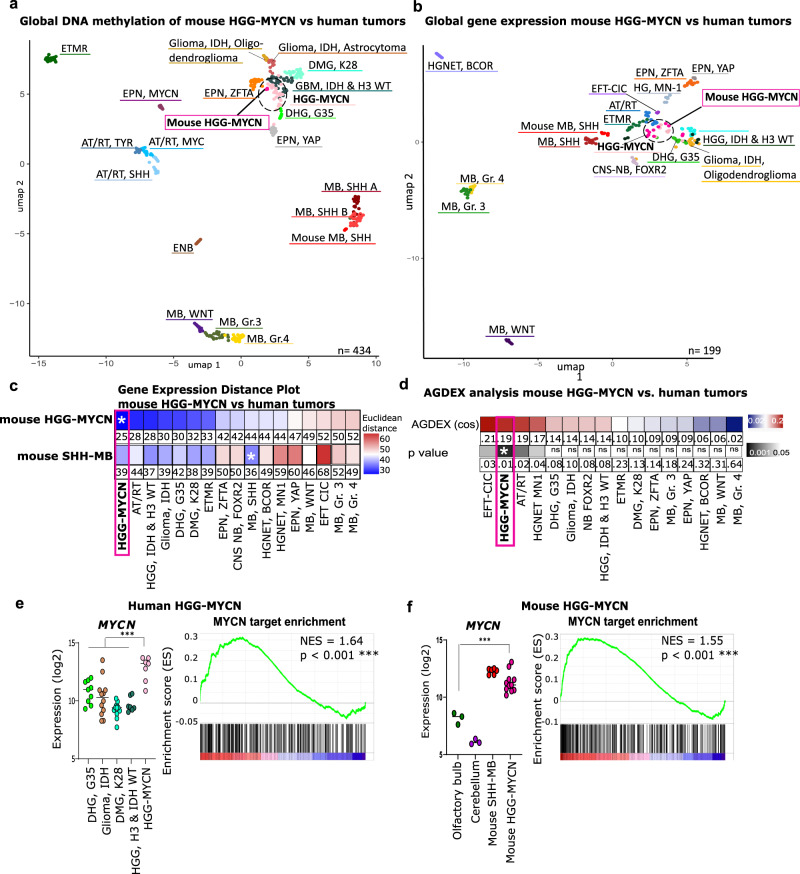
Mouse HGG-MYCN match their human counterparts molecularly. **a** UMAP of global DNA methylation. Betavalues of 141 identical CpG sites between mouse and human were used for comparison of similarity. Mouse methylome data were generated with the Illumina Mouse Methylation bead chip array and compared to human data generated with the EPIC array. The three mouse tumors (in hot pink) show most similarity to the human HGG-MYCN group (pink). **b** UMAP of global gene expression data. Eleven mouse tumors were profiled by RNA sequencing and their gene expression profile was compared to published gene expression data of human „CNS PNET“ tumors 1. Data were normalized for interspecies differences by employing RNA Seq. data of *Math1-cre::SmoM2*^*Fl/wt*^ mouse tumors and human SHH medulloblastoma. **c** Distance plot of mouse HGG-MYCN and mouse SHH-MBs and human tumors based on the 500 most significantly expressed genes. Mouse tumors showed most similarity to human HGG-MYCN and human SHH-MB, respectively. The values of the Euclidean distance are displayed, and the asterisk marks the smallest values and thereby highest similarity. **d** AGDEX analysis of mouse HGG-MYCN also shows the high similarity between murine and human tumors (analysis based on 14,416 orthologous genes). The values of the AGDEX analysis with their respective *p*-values are given. The asterisk marks the smallest p-value and thereby highest similarity. **e**, **f** Human and mouse HGG-MYCN show significantly higher *MYCN* expression compared to other glioma entities or control tissue (from mouse olfactory bulb (OB) or cerebellum) and comparable expression to the SHH-MB mouse model as well as highly significant enrichment for MYCN target genes. Human tumors: non-mycn, *n* = 40, HGG-MYCN *n* = 7. Mouse data: OB tissue *n* = 3, mouse HGG-MYCN *n* = 11., two-sided Welch’s-*t*-test, human: *p* = 0.0002, 95% confidence interval = 2.001 to 4.320, murine= *p* = 0.0002, 95% confidence interval = 2.143 to 4.085. Source data are provided as a Source Data file.

Next, we generated transcriptomic profiles of the murine tumors and compared them to gene expression data of human HGG-MYCN and other pediatric brain tumors^1^. The visualization of gene expression profiles by UMAP analyses revealed the highest similarity between mouse HGG-MYCN (hot pink) to their human counterparts (light pink, Fig. 3b). Again, SHH-MBs served as an internal control with high similarities between murine (red) and human SHH-MB tumors (dark red). We further analyzed the similarity of gene expression profiles by calculating the Euclidean distance of averaged transcriptome data per group and performed an agreement of differential expression (AGDEX^39^) analysis. Both analyses confirmed the high similarity between mouse and human HGG-MYCN (Fig. 3c, d, Euclidean distance: HGG-MYCN – mouse HGG-MYCN = 24.4, AGDEX: HGG-MYCN – mouse HGG-MYCN, AGDEX cos: 0.190659811, *p*-value = 0.007). When we compared *MYCN* expression in human and mouse HGG-MYCN relative to other human gliomas or healthy mouse tissue of the OB and cerebellum and the SHH-MB mouse model, and performed gene set enrichment analysis (GSEA) for MYCN target genes, we found that MYCN itself as well as its target gene sets are significantly enriched in tumors of both species, human and mouse (Fig. 3e, f, two-sided Welch’s-*t*-test, human: *p* = 0.0002, 95% confidence interval = 2.001 to 4.320, murine= *p* = 0.0002, 95% confidence interval = 2.143 to 4.085).

### Single-cell transcriptomics of mouse HGG-MYCN revealed a high intratumoral heterogeneity with neuronal and oligodendroglial tumor cell population

As knowledge about the cellular architecture and the cell-of-origin of HGG-MYCN is lacking and no single cell RNA sequencing (scRNA seq) data of HGG-MYCN is available, we employed scRNA seq to dissect the cellular composition of these murine tumors. We profiled the single cell transcriptomes of seven mouse tumors using 10X genomics technology. The cells were harvested from OB/tumor tissue on P43 (*n* = 2), P70 (*n* = 2), P77 (*n* = 2), and P92 (*n* = 1). 

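The libraries of 4 of these mice were analysed here, mouse 4 and mouse 5 harvested at 43 days (P43) and mouse 6 and mouse 7 at 70 days (P70). The P77 and P92 libraries are not analysed here. In these mice, hGFAP-driven Cre recombinase removes Trp53 in neural precursor cells and switches on a transgene that carries human MYCN and firefly luciferase (FLUC) in the Rosa26 locus. Droplet-based 3′ sequencing tags each captured mRNA with a unique molecular identifier (UMI) and a cell barcode, so that molecules rather than reads are counted. The authors aligned the reads to the mouse reference mm10 with CellRanger and deposited raw UMI counts per gene and barcode, without normalization, for mouse genes and the features human MYCN and FLUC. Mouse 4 had 3430 barcodes with 15044263 UMIs in total and mouse 5 had 1739 barcodes with 13106786 UMIs. At P70, mouse 6 had 2972 barcodes with 18698291 UMIs and mouse 7 had 3693 barcodes with 40621958 UMIs. The deposited counts still held barcodes above 25% mitochondrial UMIs and above 40000 UMIs, so the filters of the methods were applied here, with 200 genes per cell as the minimum and 40000 UMIs, the lower end of the range stated for doublets, as the maximum. These filters kept 3319 cells of mouse 4 with a median of 1419 UMIs and 1456 cells of mouse 5 with a median of 4200.5 UMIs. For mouse 6 they kept 2732 cells with a median of 4586.5 UMIs and for mouse 7 3469 cells with a median of 10450.0 UMIs. As the depth per cell differed this much between mice, shares of cells with a given RNA were compared after each cell had been thinned to 2000 UMIs by random sampling, leaving out shallower cells. Levels are given as CPM, the UMIs of a gene over all cells of a class in a mouse, scaled to a common total of UMIs. Each mouse is 1 library and counts as 1 replicate, and no batch of preparation or sequencing is given for the libraries, so a difference between ages cannot be told apart from a difference between the libraries prepared at each age. The methods name single-index libraries and the sample labels dual-index ones. In non-malignant cells, the Y chromosome genes Ddx3y, Eif2s3y, Uty and Kdm5d summed to 221 CPM in the library labelled female at P43 (mouse 4) and to 0.53 CPM in the library labelled male (mouse 5), whereas both P70 libraries matched their labels. The sexes at P43 are therefore not used for any comparison at a conclusion.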

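After filtering, 10976 cells of the 4 mice with a median of 4537 UMIs were normalized, integrated by Seurat anchors over 2000 variable genes and clustered on 30 principal components at a resolution of 0.5. The cells fell into 19 clusters, from 1470 cells in the largest to 41 cells in the smallest. Cells of all 4 mice were present in each cluster except the smallest, whose 41 cells came from mouse 4 alone. The number of clusters was set mostly by the resolution, with 28 clusters at a resolution of 1.0. It lay between 18 and 20 with a limit of 60000 UMIs per cell, with mitochondrial shares under 10%, without integration, or with doublet scores as a further filter.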

ScRNA seq. resulted in 23 distinct clusters (Fig. 4a). The tumor cell clusters were clearly identified based on their increased expression of human *MYCN* and the firefly luciferase (*FLUC*) reporter gene (Fig. 4b). 

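The pooled level of FLUC and human MYCN, added up as the reporter, divided the clusters of the P43 and P70 mice into 2 ranges. In 7 clusters with 5919 cells it lay between 1081 and 2417 CPM, and in 11 clusters with 4811 cells between 19.3 and 278 CPM. The limit of 500 CPM between tumor and tumor microenvironment (TME) clusters was placed in this gap after the levels had been seen. Over all tumor cells of a mouse, the reporter reached 821 CPM in mouse 4, 3010 CPM in mouse 5, 2899 CPM in mouse 6 and 1941 CPM in mouse 7. The TME cells of the same mice held 40.0, 41.4, 36.5 and 301 CPM, which makes the tumor cells 20.5-fold, 72.7-fold, 79.5-fold and 6.45-fold higher. With each cell thinned to 2000 UMIs, at least 1 reporter UMI was found in 65.0% of tumor cells of mouse 4 (95% exact binomial interval 61.5 to 68.3%, 779 cells), 86.0% of mouse 5 (80.8 to 90.1%, 235 cells), 89.0% of mouse 6 (85.6 to 91.8%, 418 cells) and 84.5% of mouse 7 (83.1 to 85.8%, 2873 cells). The TME cells, which include MOL, OPC and neurons and thus cell types that the hGFAP promoter also reaches, had a reporter UMI in 4.12% (2.60 to 6.17%), 7.38% (5.81 to 9.22%), 4.33% (3.37 to 5.47%) and 31.0% (26.1 to 36.2%) of cells, and in mouse 7 MOL had one in 43.2% and OPC in 45.4% of cells. Myeloid cells, which should lack the transgene, had one in 0.0% (35 cells), 3.12% (64 cells), 3.79% (765 cells) and 7.87% (89 cells). Their median depths were 4379, 7662, 5364 and 2321 UMIs before thinning. In mouse 7 the share was higher in dendritic cells (22.4% of 49 cells), endothelial cells (20.0% of 10 cells) and mural cells (33.3% of 15 cells). Myeloid cells thus give a low estimate of the background in mouse 7. Median depths before thinning were 1308, 21443.5, 4694 and 11855 UMIs in the tumor cells of mice 4 to 7 and 2005.5, 3826, 4679 and 2701.5 UMIs in their TME cells. Thinning left out 1443, 21, 110 and 40 tumor cells and 530, 195, 544 and 161 TME cells as too shallow. The difference between tumor and TME cells was 69.4 ± 14.6 percentage points (SD, n = 4 mice) and had the same sign in 4 of 4 mice (exact sign-flip permutation test, two-sided p = 0.12, the smallest p that 4 mice allow). Since the clusters were divided by this level, the test describes how far apart both sides lie. Without thinning, the difference was 64.2 ± 16.1 points, with a reporter UMI in 53.2%, 88.7%, 90.3% and 96.3% of tumor cells and in 9.68%, 15.7%, 10.1% and 36.0% of TME cells. The endogenous mouse gene Mycn (ENSMUSG00000037169, chromosome 12 from 12936093 to 12941914 of GRCm38) had at most 51 UMIs in any tumor class of a mouse and stayed at or under 0.93 CPM in the largest one.

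**Figure D1:**
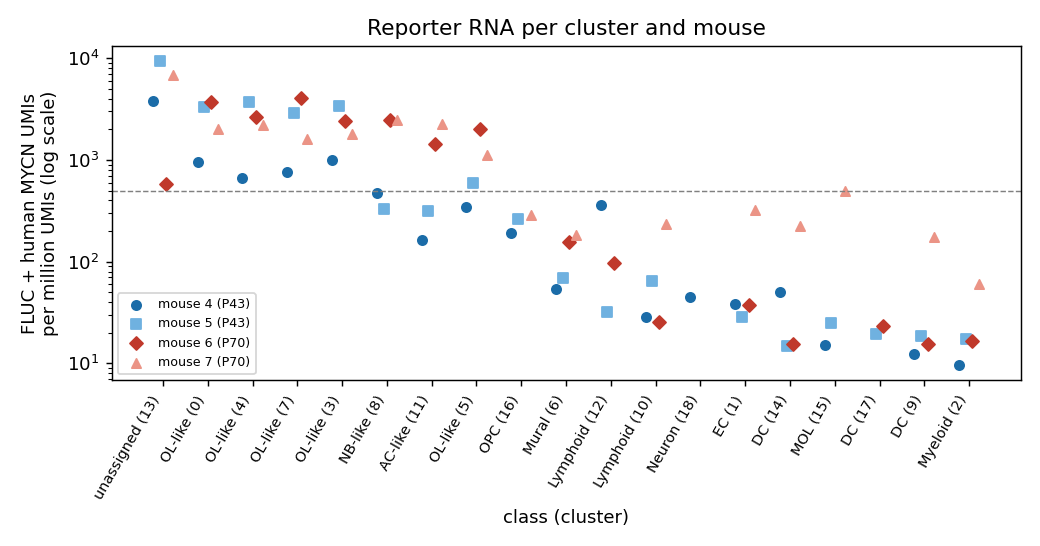
Reporter level (FLUC plus human MYCN, CPM on a log scale) of each cluster in each mouse, with the dashed line at 500 CPM. Tumor clusters lie above the line when pooled over mice, and the TME clusters of mouse 7 lie above those of the other mice in most classes.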

The remaining clusters were unequivocally assigned as non-malignant cells of different types by a combination of differential gene expression (DGE) analysis and comparison with known highly specific marker genes of distinct tumor microenvironment (TME) cell types (Fig. 4c, S4).

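Cell types were assigned from marker lists written down before the counts were examined, and a cluster took the name of the list that led its profile if at least 3 of the list's genes were raised at least 2-fold over other cells. Endothelial cells (EC, 1247 cells, led by Cldn5, Ly6c1 and Flt1) held 38.7 CPM of the reporter, and mural cells (781 cells, Rgs5, Vtn and Pdgfrb) held 101 CPM. Myeloid cells, which include microglia and macrophages (1078 cells, C1qb, C1qa and Csf1r), had the lowest level pooled over mice with 19.3 CPM. This rank did not hold in each mouse. In mouse 6, Myeloid cells had 16.5 CPM and the largest cluster of dendritic cells 15.3 CPM. Dendritic cells (DC) formed 3 clusters of 410, 221 and 71 cells, led by Cd209a, by Ccr7 with Ccl22, and by Siglech. Lymphoid cells formed a cluster of 350 cells led by Cd3g and Nkg7 and another of 265 cells led by Jchain, Cd79a and Ms4a1, whose median depth was only 839 UMIs. Mature oligodendrocytes (MOL, 206 cells, Mog, Mal and Ermn), oligodendrocytic precursor cells (OPC, 141 cells, led by Pdgfra) and a cluster named neurons (41 cells of mouse 4, Syt1 and Snap25) made up the rest. The neurons also expressed 7.37 of 8 genes of mature oligodendrocytes per cell at 1000 UMIs, against 7.65 in MOL of the same mouse, so their RNA was not that of neurons alone. The gap in reporter level at 500 CPM kept the clusters with the next highest pooled levels out of the tumor cells. These were the B cell cluster (278 CPM), OPC (275 CPM) and MOL (146 CPM). The level of the B cell cluster was 357, 31.8 and 96.5 CPM in mice 4, 5 and 6 and 2338 CPM in mouse 7, from 3 cells. MOL made up 1.96% and 4.12% of the kept cells at P43 (mice 4 and 5) and 0.110% and 2.25% at P70 (mice 6 and 7). For OPC the shares were 0.151%, 1.51%, 0.0370% and 3.26%, and for the B cell cluster 2.17%, 1.31%, 6.26% and 0.0860%. The reporter in MOL was 15.0 CPM in mouse 4 and 24.8 CPM in mouse 5 but 489.9 CPM in mouse 7, from 170 FLUC and 86 human MYCN UMIs, which puts MOL of mouse 7 near the limit. A further cluster of 246 cells was left unassigned, because its leading genes were those of neutrophils (Camp, Ngp, S100a9 and S100a8) while its reporter level was 2798 CPM. It held 0.994%, 2.95%, 4.17% and 1.61% of the kept cells of mice 4, 5, 6 and 7, with 3814, 9365, 586 and 6833 CPM of the reporter. At a resolution of 1.0 it came apart into 129 cells named as Myeloid with 80.1 CPM and 117 cells named as OL-like with 11221 CPM, so neutrophils and reporter cells had been joined in it.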

**Fig. 4:**
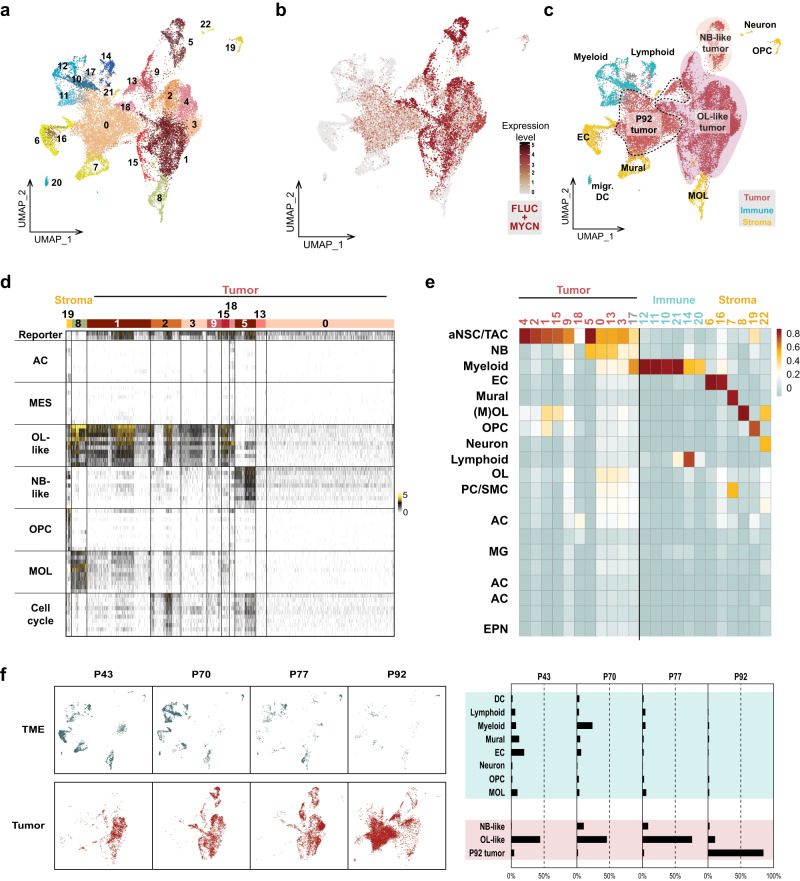
Mouse HGG-MYCN reveal a high intratumoral heterogeneity with oligodendroglial and neural cell populations and a time-resolved change in tumor composition. **a** UMAP of single cell RNA sequencing data of seven mouse HGG-MYCN (2xP43, 2xP70, 2xP77 and 1x P92) including 24.938 cells. 23 cell clustered were identified by the Seurat algorithm. **b** To identify tumor cell clusters, expression of human *MYCN* and Luciferase (*FLUC*), were plotted. **c**, **d** Cell clusters were annotated by analysis of marker gene expression. This revealed immune as well as stromal cell clusters and three main superclusters of tumor cells. Tumor superclusters consist of an oligodendroglial-like, a neuronal-like, and a cluster which was only detected in the most mature mouse tumor. **e** Cell clusters were compared to a reference atlas of the VZ/SVZ of the mouse by logistic regression. Similarity in gene expression is displayed in red, less similarity in blue. Mouse tumor cell clusters show similarity to precursor cells of the stem cell niche, suggesting a tumor origin in this region. **f** UMAP and bargraph depiciting the changes in cell composition of samples of different mouse ages. The TME content is reduced in later tumor stages. Early tumors are only OL-like, during tumor development, an NB-like population appears. At P92, a unique tumor cell population is detected, showing neither OL nor NB-like features. AC astrocyte, aNSC adult neural stem cell, DC dendritic cell, EC endothelial cells, EPN ependymal cells, MES mesenchymal, MG microglia, migr. DC migratory dendritc cells, MOL mature oligodendrocyte, mural fibroblasts, pericytes, smooth muscle cells etc., NB neuroblast, OL oligodendrocytic, OPC oligodendrocytic precursor cell, PC pericytes, SMC smooth muscle cells, TAC transit amplifying cell, TME tumor microenvironment, UMAP uniform manifold approximation and projection.

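The tumor cells of the P43 and P70 mice, 2222 in mouse 4, 256 in mouse 5, 528 in mouse 6 and 2913 in mouse 7, were spread over the clusters numbered 0, 3, 4, 5, 7, 8 and 11 by size. These clusters held 1470, 994, 931, 818, 747, 673 and 286 cells. Their depth differed widely, with median UMIs per cell of 10472 in cluster 0, 11464.5 in cluster 3, 838 in cluster 4, 1988 in cluster 5, 10643 in cluster 7, 12748 in cluster 8 and 5003.5 in cluster 11. Cluster 4 drew 830 of its 931 cells from mouse 4, the library with the fewest UMIs per cell.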

Based on their similarities in the gene expression patterns, the seurat algorithm divided the tumor cells into distinct clusters (Fig. 4a–c). These tumor cell clusters were split into three larger areas: clusters 0 and 13 were composed only of cells of the most mature tumor (P92 tumor), clusters 1/2/3/4/9/15/18 were composed of cells resembling oligodendrocytic-lineage (OL) cells and cluster 5 expresses a neuronal-like signature.

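In the P43 and P70 mice, clusters 0, 3, 4, 5 and 7 carried the markers of the oligodendrocytic lineage and were joined as OL-like cells. Bcas1 and Cldn11 stood among the leading genes in each of them, with Top2a in cluster 3 and Ube2c and Cenpf in cluster 7 as genes of dividing cells. Cluster 8 was led by Sox11, Stmn2, Neurod1 and Tubb3 and was called neuroblast-like (NB-like). Cluster 11 carried astrocyte markers (Gfap and Aldoc among its leading genes) beside the reporter and was called AC-like. At P43, 2388 tumor cells were OL-like, 50 NB-like and 40 AC-like, and at P70 these numbers were 2572, 623 and 246. The AC-like cells of mouse 4 and mouse 5, 29 and 11 cells, held 162 and 318 CPM of the reporter, less than those of mouse 6 (1446 CPM) and mouse 7 (2249 CPM). In these P43 cells the ependymal gene Foxj1 reached 288 and 757 CPM, against 4.00 and 1.82 CPM in the AC-like cells of mouse 6 and mouse 7, so that the cluster joined different cells at each age. NB-like cells likewise differed between ages, with 470.0 CPM in mouse 4 (23 FLUC and 11 human MYCN UMIs) and 329 CPM in mouse 5 (7 and 13 UMIs), against 2448 CPM in mouse 6 and 2447 CPM in mouse 7.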

In order to define the gene expression signatures of the different tumor cell populations, we employed a combination of DGE and functional gene network analysis as well as gene ontology (GO) annotation to identify the differences and similarities of distinct clusters within the murine HGG-MYCN (Fig. 4d). These analyses clearly show an oligodendrocytic tumor cell population, a neuronal tumor cell population, and a third tumor population, which is transcriptionally clearly distinct and expresses markers of neither cell lineage. 

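Expression in the P43 and P70 mice is given over all OL-like cells of a mouse, whose sums held between 4334362 and 28018346 UMIs, and over all NB-like cells, with 72334 UMIs in mouse 4, 60778 in mouse 5, 250401 in mouse 6 and 8616886 in mouse 7. The neuronal gene Rbfox3 ranged from 0.61 to 4.00 CPM in OL-like cells and from 32.9 to 132 CPM in NB-like cells, higher in the NB-like cells of each mouse. Syp, which encodes synaptophysin, ranged from 2.25 to 7.14 CPM in OL-like cells and from 55.9 to 148 CPM in NB-like cells. Sox10 (ENSMUSG00000033006, chromosome 15 from 79154908 to 79165240 of GRCm38) lay between 191 and 226 CPM in OL-like cells, and in NB-like cells at 41.5 CPM in mouse 4 (3 UMIs), 3.99 CPM in mouse 6 and 3.02 CPM in mouse 7, with no UMI in mouse 5, which allows up to 49.4 CPM. Stmn2 (ENSMUSG00000027500, chromosome 3 from 8509360 to 8561606) went the other way, with at most 13.6 CPM in OL-like cells and 442 to 1095 CPM in NB-like cells. Sox10 and Stmn2 belong to the lists that named the clusters, so their levels describe the clusters and were not tested. Sox2, a gene of neural precursors outside both lists, lay between 58.1 and 99.3 CPM in OL-like cells. In NB-like cells Sox2 was as high at P43, with 152 CPM in mouse 4 and 82.3 CPM in mouse 5, but reached only 3.71 CPM in mouse 7 and had no UMI in mouse 6, which allows up to 12.0 CPM. Gfap stayed at or under 1.53 CPM in OL-like cells. In AC-like cells Gfap reached 855 CPM in mouse 6 and 184 CPM in mouse 7, against 11.0 CPM in mouse 5 and no UMI in mouse 4, which allows up to 54.1 CPM.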

Tumor cells of this cluster were solely harvested from the most mature tumor of a 92-day-old mouse.

In order to determine the potential cellular origin of the murine tumor cells, we compared gene expression profiles of the different tumor cell clusters to a reference dataset of the ventricular zone/subventricular zone (VZ/SVZ) of the mouse. We used logistic regression to identify similarities between the reference clusters and our tumor cells. This analysis reveals a high similarity of HGG-MYCN tumor cells with adult neural stem (aNSC) and transit-amplifying neural precursor cells (TAC). 

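The reference atlas of the VZ/SVZ was not used here, so no regression on it was fitted, and genes of a list for aNSC and TAC fixed beforehand, among them Egfr, Nes, Sox2, Hes5, Fabp7 and Mcm2, were counted per cell in its place. With cells thinned to 2000 UMIs, AC-like cells of mice 4 to 7 expressed 0.5, 1.33, 1.04 and 1.46 of these genes (4, 9, 55 and 154 cells). At the same depth, an OL-like cell expressed 0.586 ± 0.0970 of them and an NB-like cell 0.318 ± 0.212 (SD, n = 4 mice). At 1000 UMIs the numbers fell to 0.349 and 0.179 genes, and without thinning they ranged from 0.752 in mouse 4 to 2.36 in mouse 5 for OL-like cells. As too shallow, 1382, 17, 77 and 21 OL-like cells of mice 4 to 7 were left out at 2000 UMIs. Myeloid cells, which should lack these genes, expressed between 0.021 and 0.143 at 2000 UMIs, with median depths before thinning of 2321 to 7662 UMIs against 1328 to 23337 UMIs in OL-like cells. Without thinning, Myeloid cells expressed between 0.055 and 0.170 of these genes. EC expressed 0.396 to 0.859 of these genes. Nes had a UMI in 40.6% and 44.4% of all TME cells of mouse 4 and mouse 5 and in at most 2.92% of OL-like cells. Its share in EC alone is not given here, so how much Nes adds to the EC values stays open. In OPC of mouse 7, 1.63 genes of the list were detected per cell (97 cells). Single genes of the list behaved differently in OL-like cells. Egfr stayed at or under 0.46 CPM, while Fabp7 reached 67.2 to 190 CPM and Mcm2 42.7 to 51.1 CPM. Hes5 was at 9.74 and 11.9 CPM in mice 4 and 5 and at 144 and 106 CPM in mice 6 and 7.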

Some tumor cell clusters (5,0,13,3) also show similarities to neuroblasts (NB) and some clusters to cells of the oligodendrocytic lineage (1,15,0,13,3). These results suggest that murine HGG-MYCN may originate from multipotent stem or progenitor cells in the SVZ that differentiate into both glial and neuronal lineages.

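In the P43 and P70 mice, 11 neuroblast genes and 8 genes of the oligodendrocytic lineage were counted per cell in the same way, at 2000 UMIs per cell. NB-like cells expressed 2.76 ± 0.692 neuroblast genes (SD, n = 4 mice) and 0.137 ± 0.148 oligodendrocytic genes. OL-like cells expressed 0.311 ± 0.100 neuroblast genes and 1.72 ± 0.177 oligodendrocytic genes, together with 3.90 ± 0.586 of 8 genes of mature oligodendrocytes. Thinning to 1000 UMIs lowered the neuroblast genes of NB-like cells to 1.498 and the oligodendrocytic genes of OL-like cells to 1.01. The NB-like values of mice 4 and 5 rest on 6 cells each, since 36 and 2 shallower cells were left out, and those of mice 6 and 7 on 21 and 587 cells. In mouse 4, 37 of the 42 NB-like cells carried neither Dlx or Gad2 RNA (at least 2 UMIs) nor Neurod1, Nhlh2 or Calb2 RNA, and without thinning its NB-like cells expressed 1.52 genes of mature oligodendrocytes per cell. Among Myeloid cells, 0.022 to 0.057 neuroblast genes and at most 0.057 oligodendrocytic genes were found per cell. Without thinning, NB-like cells expressed between 0.595 (mouse 4) and 5.35 (mouse 7) neuroblast genes and Myeloid cells between 0.038 and 0.149. The neuroblast genes were not the same at both ages. Dlx1 reached 138 CPM in the NB-like cells of mouse 4 and 510.1 CPM in those of mouse 5, against 2.09 CPM in mouse 7 and no UMI in mouse 6, which allows up to 12.0 CPM. Neurod1, which stands outside the lists and was chosen after its values were seen, was at 587 and 639.7 CPM in NB-like cells of mice 6 and 7, with no UMI in mice 4 and 5, which allows up to 41.5 and 49.4 CPM. From the likeness of its tumor clusters to aNSC, TAC, neuroblasts and oligodendrocytic cells of the reference, the paper proposes an origin in multipotent stem or progenitor cells of the SVZ that give rise to glial as well as neuronal cells.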

To understand the tumor development further, we investigated the tumor cells of the different stages of tumor development. 

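TME clusters held 32.1% of the kept cells of mouse 4 (95% exact binomial interval 30.5 to 33.7%) and 79.5% of mouse 5 (77.3 to 81.5%) at P43. At P70 they held 76.5% of mouse 6 (74.9 to 78.1%) and 14.4% of mouse 7 (13.3 to 15.6%). The mean was 55.8 ± 33.5% (SD, n = 2 mice) at P43 and 45.5 ± 43.9% (n = 2) at P70, a difference of -10.3 percentage points (exact permutation test, two-sided p = 0.667, where 0.333 is the smallest p that 2 mice against 2 allow). Mice of the same age differed by 47.4 points at P43 and by 62.1 points at P70, more than the ages did. Among the alternatives that kept all 4 mice, calling tumor cells one by one from a reporter UMI moved this difference most, to -22.0 points, and there the P43 mice differed by only 8.43 points and the P70 mice by 61.3 points. This call used cells without thinning, so tumor cells too shallow to show the reporter counted as TME. OL-like cells had a median of 1328 UMIs in mouse 4 and 23337 in mouse 5. Tumor cells of mouse 4 were thus missed more often, which narrows the gap at P43. With clusters as the call, the difference between ages turned to 20.7 points without mouse 7 and to 13.4 points without mouse 5, so its direction rests on single mice. The classes within the TME differed more clearly between ages. EC made up 41.2 ± 2.66% of TME cells at P43 and 10.7 ± 4.89% at P70, and mural cells 24.0 ± 1.99% and 8.72 ± 2.15%. Myeloid cells made up 5.39 ± 0.573% of TME cells at P43 and 34.0 ± 7.00% at P70, and DC 6.72 ± 0.334% and 18.3 ± 6.97%. In each of these 4 classes, shares of TME cells put both mice of an age on the same side of the other mice. As shares of all kept cells, EC and mural cells kept this order at the main setting, whereas Myeloid cells and DC did not. At a resolution of 1.0 EC and mural cells lost it too, and mural cells also with 60000 UMIs or with doublets left out. EC then had 278, 401, 249 and 35 cells in mice 4 to 7, beside a cluster named Erythroid of 140, 97, 46 and 1 cells. As shares of TME cells, EC still lay apart there (28.8 ± 7.64% at P43 and 8.48 ± 3.52% at P70). Myeloid cells were 4.18% of the kept cells of mouse 7 at P70, against 4.60% in mouse 5 at P43. DC were 1.93% of those of mouse 7, against 2.23% and 5.15% in mice 4 and 5. No test of single classes was planned, and an exact permutation test of 2 mice against 2 could not fall under its smallest p. Lymphoid cells made up 14.0 ± 1.46% and 9.15 ± 5.87% of TME cells, a difference within the spread between mice. Intervals cover counting error only.

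**Figure D2:**
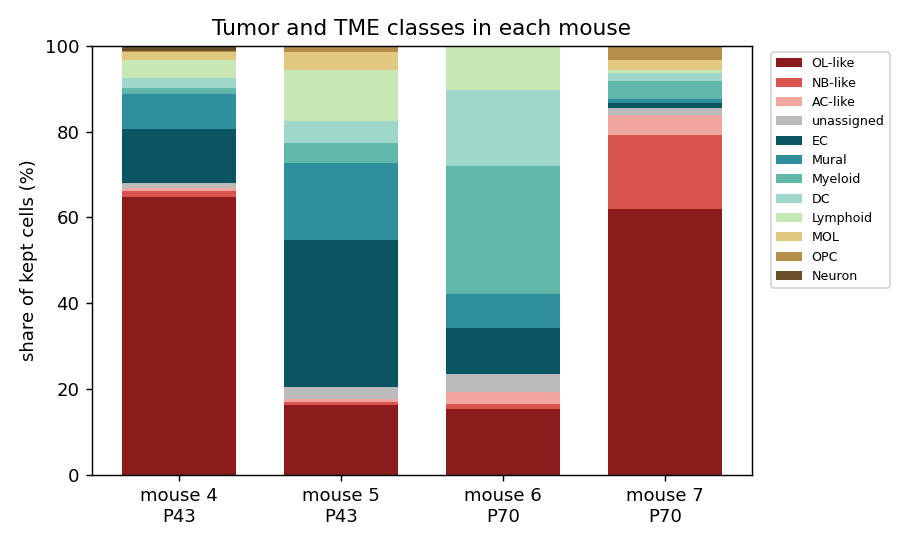
Share of kept cells (%) in each tumor and TME class for each of the 4 mice, as stacked bars that add up to 100%. The tumor classes take most of the bars of mouse 4 and mouse 7 and a minor part of those of mouse 5 and mouse 6.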

The comparison of the TME and the tumor cell clusters at P43, P70, P77, and P92 revealed a reduction of TME cells throughout tumor development and a change in tumor cell populations (Fig. 4f). The tumor cells of the youngest mice are mostly OL-like. 

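Of the tumor cells, 96.8% were OL-like in mouse 4 (95% exact binomial interval 96.0 to 97.5%, 2222 cells) and 92.6% in mouse 5 (88.7 to 95.5%, 256 cells), the P43 mice. In the P70 mice the share was 79.4% in mouse 6 (75.6 to 82.7%, 528 cells) and 73.9% in mouse 7 (72.3 to 75.5%, 2913 cells). The mean fell from 94.7 ± 2.99% to 76.6 ± 3.85% (SD, n = 2 mice each), a difference of -18.1 percentage points that was larger than the spread between mice of an age, with p = 0.333 in an exact two-sided permutation test that cannot go lower. Among the alternatives that kept all 4 mice, leaving out the integration moved the difference most, to -15.3 points. There the P43 mice differed by 16.0 points, more than the ages did. In the P43 mice the remainder consisted of NB-like cells and of AC-like cells, 1.31% of the tumor cells of mouse 4 (0.876 to 1.87%) and 4.30% of those of mouse 5 (2.16 to 7.56%).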

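NB-like cells were counted among the tumor cells of each mouse. They made up 1.89% in mouse 4 (42 cells, 95% exact binomial interval 1.37 to 2.55%) and 3.13% in mouse 5 (8 cells, 1.36 to 6.06%). In mouse 6 they made up 5.49% (29 cells, 3.71 to 7.79%) and in mouse 7 20.4% (594 cells, 18.9 to 21.9%). The mean was 2.51 ± 0.873% (SD, n = 2 mice) for the P43 mice and 12.9 ± 10.5% (n = 2) for the P70 mice, a difference of 10.4 percentage points (exact permutation test, two-sided p = 0.333, the smallest p possible). Its size rests on mouse 7, since without this mouse the difference was 2.98 points. Without integration the cells of the P43 mice mostly left the cluster, as 34 of the 50 fell into an OL-like cluster, 12 into a reporter cluster named Neuron-like (171 cells, 57 and 41 of them from mice 4 and 5) and 4 stayed NB-like (0.157% of their tumor cells), and the difference between ages was 11.5 points. The P43 cells of the cluster carried less reporter RNA and other neuroblast genes than the P70 cells, so the cluster joins cells that differ in part of the genes it is named for. In mouse 4, 37 of its 42 cells carried neither Dlx or Gad2 RNA (at least 2 UMIs) nor Neurod1, Nhlh2 or Calb2 RNA, at a median of 1128.5 UMIs, which leaves the NB-like share of this mouse uncertain.

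**Figure D3:**
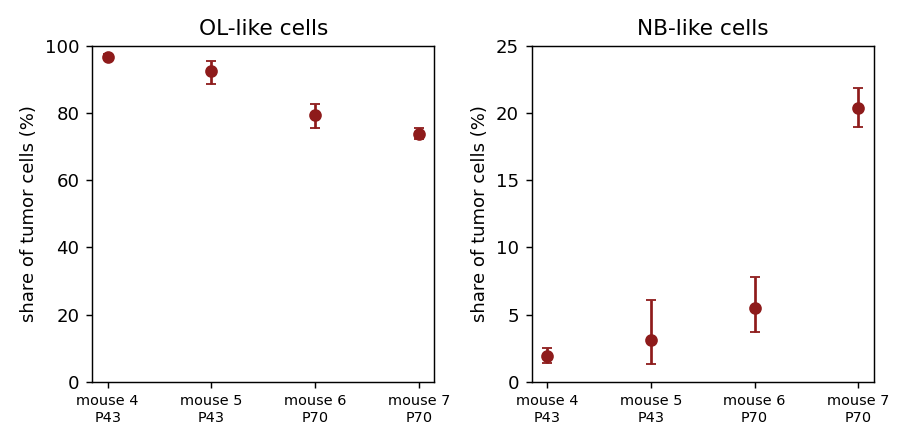
Share of tumor cells (%) that were OL-like (left) and NB-like (right) in each of the 4 mice, with 95% exact binomial intervals as bars. The OL-like share lies above 90% in both P43 mice and below 80% in both P70 mice, and the NB-like share is highest in mouse 7.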

At P70, the NB-like tumor cell population appears which is also detectable at P77. At P92, only a small proportion of tumor cells can be assigned to the OL- or NB-like type but instead most cells belong to a unique cell population which we therefore called P92-tumor.

### Sensitivity of HGG-MYCN cells to Doxorubicin, Etoposide and Irinotecan in an in vitro drug screen

Next, we used our mouse model to identify improved therapeutic options to treat HGG-MYCN, since standard treatment is still inefficient. For this, we performed a high-throughput drug screening of 639 compounds in a human HGG-MYCN cell line (pbt-04) and a cell line isolated from our mouse model (pn003, Fig. 5a, Supplementary data 1). To expedite clinical use, we analyzed drug response using a clinical anticancer library comprising nearly 80% of FDA-approved drugs. The chosen drugs encompass both standard chemotherapy and targeted therapy for various types of cancer. The selection doesn’t limit to the blood-brain barrier permeability since, due to the recent development of materials science and nanotechnology, multiple strategies could be used to deliver drugs across BBB.

**Fig. 5:**
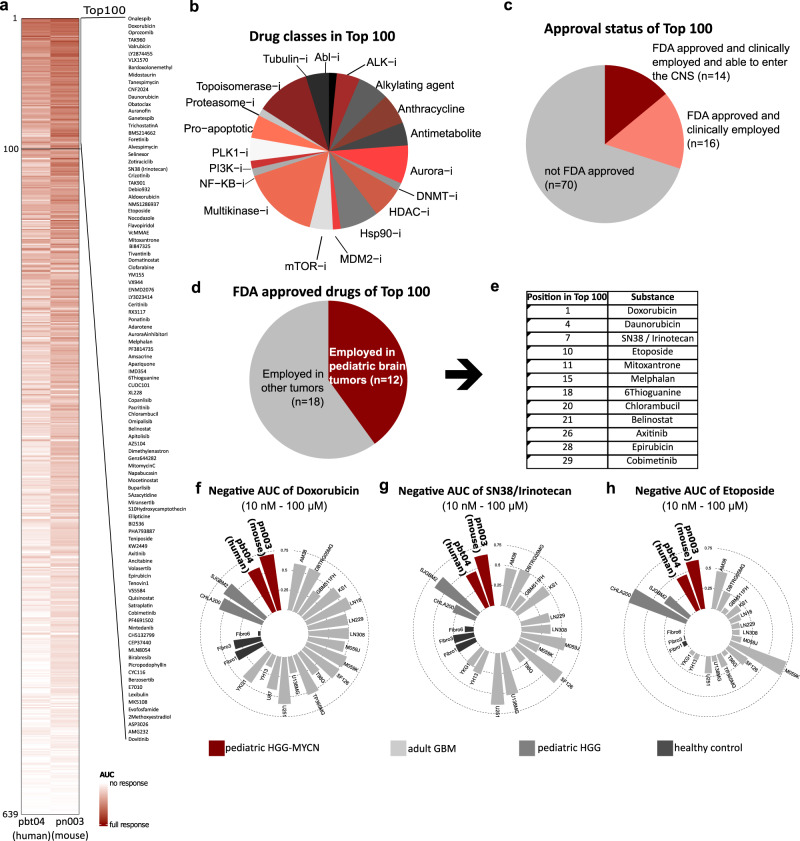
High throughput drug screen indicates efficacy of Doxorubicin, Etoposide, and Irinotecan for the treatment of HGG-MYCN. **a** Heatmap of the AUC in a drug screen of 639 substances in human (pbt-04) and murine (pn003) HGGMYCN cell lines. A darker color indicates a stronger response. **b** Among the top 100 substances of the drug screen, we detected 18 drug classes with at least two substances. The most prominent were anthracyclins, aurora inhibitors, Hsp90-inhibitors, multikinase inhibitors, and topoisomerase inhibitors. **c** Of the top 100 most effective substances in the screen, 30 were FDA approved. Of those, 14 have been described to be delivered into the CNS. **d** Of the 30 FDA-approved substances, 12 have been used to treat pediatric brain tumor patients as depicted in (**e**). **f**–**h** The top three substances Doxorubicin, SN-38 (active metabolite of Irinotecan) and Etoposide are efficiently impairing growth of HGG-MYCN cells, while showing a mixed effect on other glioma cell lines and almost no effect on healthy fibroblasts. Depicted is the negative AUC (1 minus the respective AUC). AUC area under the curve. AUC values are supplied in Supplementary data 1. Source data are provided as a Source Data file.

We determined the drug response by comparing the normalized area under the curve (AUC) of a cell viability assay. We then focused on the 100 compounds, that were most efficient in reducing cell viability in both, mouse and human cells. Among these 100 compounds, we found 18 drug classes represented by more than two drugs, suggesting a specific mechanism of action against these tumors (Fig. 5b). Thirty of these drugs are FDA approved, and for 14 of those, CNS permeability has been described (Fig. 5c). By focusing on the FDA approved drugs, we identified 12 compounds that are already used for the treatment of pediatric brain tumor patients and can therefore be considered relatively safe to use also in HGG-MYCN patients (Fig. 5d, e).

The top three compounds, that are FDA approved and used to treat pediatric brain tumor patients, are Doxorubicin, Etoposide, and SN38 as the active metabolite of Irinotecan. All three compounds showed high efficacy against our HGG-MYCN cell lines, mixed response in other adult and pediatric glioblastoma reference cells and had almost no effect on healthy fibroblasts (Fig. 5f–h).

## Discussion

We show that combined loss of p53 and forced expression of MYCN in neural precursor cells is sufficient to drive brain tumor formation. Mice carrying these alterations in cells targeted by *hGFAP*-driven recombination develop large forebrain tumors. These murine tumors show a similar histology and marker expression as human tumors of the methylation class “pediatric high-grade glioma MYCN”. In addition, we found the highest similarity between mouse tumors and HGG-MYCN compared to other aggressive pediatric brain tumors in DNA methylation and gene expression profiles.

We investigated the single cell transcriptomic landscape of the tumors and could show a tumor evolution of the mouse tumors by analyzing different mouse ages and stages of tumor development. We included mouse samples of early tumor onset at P43, further developed tumors at P70 and tumors of symptomatic mice at P77 and P92. During tumor development, we observed changes in the TME but also a change in the tumor cell populations. At P92, a unique tumor cell population is detected. This mouse was exceptional in survival, as only 4.4% of animals survive until P90. This might explain the differentness of the observed tumor cell population from the other six mouse tumors but as we could only generate data of this one exceptionally long surviving mouse, we cannot draw definite conclusions.

The age of disease onset differed between mice and humans, with children having a median age of disease onset of eight years and mice becoming symptomatic in adolescence. This difference might be due to species differences in maturation of neural cells or depending on environmental influences. As the age of disease onset is before adulthood in both species and the molecular biology of mouse and human tumors is very similar, we consider our model as a reliable model for the human disease.

Alterations in *MYCN* and *TP53* also occur in other human brain tumor entities, such as medulloblastoma. To investigate whether the same transgenes will lead to different brain tumors in other target cells and further characterize the cell-of-origin of our tumors, we used different promoters to drive Cre expression in the developing brain. We employed the *Sox2* promoter, which is expressed earlier in embryonic development (E6.5 instead of E13.5), and the *Blbp* promoter, which is expressed from E9.5 onwards. In fact, Swartling et al. described that MYCN drives different brain tumor types depending on the cell of origin^30^. However, although both promoters have previously been described to drive medulloblastoma formation in mice^40,41^, none of the generated animals developed any brain tumors. The embryonal lethality of MYCN expression and TP53 loss in Sox2- as well as Blbp-expressing cell populations implies that the physiologic expression of at least one of the two genes is essential during normal CNS development in this timeframe. This indicates a similar function in human CNS development which could be a hint to the time of human HGG-MYCN development.

We particularly examined the cerebellum and the spine of our *hGFAP-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN* mice for signs of tumor development. Since no tumors were detected we conclude that loss of p53 and overexpression of MYCN, despite being expressed there, is either not sufficient for the development of medulloblastoma or spinal ependymoma or other promoters may be needed. However, we cannot rule out that *hGFAP-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN* mice died from their forebrain tumors prior to the development of further lesions. Together with the scRNAseq data, we can deduce that the cell of origin for the murine HGG-MYCN is most likely a relatively undifferentiated precursor cell that is able to differentiate into the oligodendroglial and neuronal lineage as we identified cells differentiating along both lineages in our tumors.

We neither detected any glioma in the cerebellum of the mice, although in humans, at least a few cerebellar cases of HGG-MYCN have been described in the literature^42^. In our mice, tumors appear to initiate in the OB, which may be caused by differences in the sensory input of mice and humans. Brain tumor development and especially glioblastoma formation is known to be dependent on sensory input, and in humans, other brain regions, such as visual and hearing systems, might be more prone to tumor development^43,44^. In addition, tumor development in our mouse model coincides with the area of adult neurogenesis in mice, which is highest in the SVZ, from where cells migrate into the OB. In humans, the highest rate of adult neurogenesis can be found in the striatum and almost no neurons are added to the OB after initial development^45^. This species difference in neurogenesis might also contribute to differences in tumor location.

Concluding, our mouse model of HGG-MYCN has limitations in modeling the human disease. The genetic alteration driving the mouse tumors are observed in humans, but the combination of both is only found in 36% of human tumors. Therefore, our mouse model is genetically only mimicking this subset of human tumors. In addition, also the age of tumor onset, the localization of tumors, as well as the exact copy number alterations are different between mouse and human HGG-MYCN. We show similarities between the two species on a molecular level including gene expression and DNA methylation, but these methods are also not a definite proof for the translational relevance of our model. However, all employed methods for comparing mouse and human tumors including histology, transcriptomic, and epigenomics indicate a resemblance of human HGG-MYCN by mouse HGG_MYCN. The observed differences most likely depend on species-dependent differences in neurogenesis and external stimuli as discussed above. A genetically engineered mouse model has inherent limitations as mice are different from human in many aspects. Therefore, conclusions drawn from mouse models can only answer some questions of human tumor development. Anyways, modeling a tumor in an intact organism with a functional immune system and a complete organ system, will help understand aspects of the tumor. Employing a mouse model together with other techniques of modeling human tumors will help increasing the treatability and survival of patients. MYCN was discovered in 1983 by its tumor-driving role in neuroblastoma^8,9^, a tumor of the sympathetic nervous system, and mouse models, in which tumors were initiated by amplification or forced expression of MYCN, were neuroblastoma models. Apart from these murine neuroblastoma, a few MYCN-driven brain tumor models have been described. One model, generated by transduction of NSCs with a mutationally stabilized MYCN and transplantation of respective cells into nude mice, generated forebrain tumors with features of glioma. However, at that time, techniques were limited to thoroughly compare the molecular landscapes of mouse and human tumors^30^.

We combined *MYCN* amplification with an *hGFAP*-mediated loss of *Trp53*. The latter alone has been described to induce formation of IDHwt/H3wt glioblastoma with a penetrance of 100%, although tumor formation occurs significantly later in life than tumor development in our HGG-MYCN mice^33^. So, neither a *hGFAP*-mediated *MYCN* amplification^32^ nor a *hGFAP*-mediated *TP53* loss^33^ is sufficient to drive HGG-MYCN formation. Only the combination of both alterations cooperate to induce such tumors. A possible mechanism of how these two alterations co-act to induce tumor formation is that MYCN drives cell proliferation, but only in cells that are genetically unstable for example by a loss of *Trp53*. This increased proliferation can lead to tumor formation, whereas cells with a functional p53 will activate cell cycle checkpoints and prevent uncontrolled proliferation.

We show that cells derived from our mouse model can be cultivated in vitro and be employed for preclinical testing, which is required as a preparation for the in vivo application of potential drugs.

We employed our mouse model and a human cell line to find potential therapies in a high-throughput drug screen. Thereby, we identified Etoposide, Doxorubicin, and Irinotecan as potential treatment options in patients with HGG-MYCN. All these substances are used in the treatment of pediatric brain tumors and can therefore be considered safe to use. We think that using these substances instead or in addition to the current treatment with radiation and optionally Temozolomide might substantially improve patient survival, although further in vivo studies are required. These in vivo studies could include the comparison of the current treatment with radiation and Temozolomide and Irinotecan, Etoposide, Doxorubicin and any combination of those substances. In addition, more targeted treatments described for other MYCN driven tumors like for example AURKA-, CDK2/9- and DNA replication repair inhibitors could be tested. In addition, it might be useful to employ our mouse model as well as PDX models of HGG-MYCN in such treatment studies. Our here described mouse model mimics the human disease regarding histology, DNA methylation as well as gene expression. In summary, we believe that it can serve as a reliable preclinical model for this poorly understood brain tumor entity.

## Methods

All work performed in this project complies with all relevant ethical regulations including animal protection laws of the state of Hamburg and the local ethical standards and regulations at the University Medical Center Hamburg-Eppendorf (§12 HmbKHG). Only anonymized human data were included in the project and informed consent of all human patients was obtained.

### Transgenic animals

The generation of *hGFAP-cre*^36^, *Blbp-cre*^46^, *Sox2-cre*^47^, *Trp53*^*Fl/Fl*^^48^, and *lsl-MYCN*^26^ as well as *Math1-cre::SmoM2*^*Fl/wt*^^38^ transgenic mouse lines has been described previously. All animal procedures were performed in accordance with applicable animal protection laws and approved by the state of Hamburg (Reference N2019/99). Genotyping was performed by polymerase-chain reaction with primer pairs described in the original publications (Supplementary Table 1). For all analyses, mice of both sexes were used in equal numbers. The mice were kept at 22 °C and 45–65% humidity on a 12 h light/dark cycle and water and food was available ad libitum. The animals were monitored daily by experienced personnel. All animals were sacrificed upon detectable neurological symptoms including ataxia and hydrocephalus as approved by the state of Hamburg. The termination criteria defined were never exceeded in the study.

### Human cell line culture

Pbt04 cells (SCRI, Brain tumor resource lab) were grown in NeuroCult NS-A Basal Medium (Human) supplemented with NeuroCult NS-A Proliferation Supplements—Human, Epidermal Growth Factor (EGF); Fibroblast Growth Factor (FGF) and penicillin/streptomycin (P/S) in laminin coated flasks.

### Primary murine tumor cell culture

For the establishment of murine tumor cell lines, fresh tumors were dissected and dissociated with Accutase and DNase. After dissociation, cells were seeded in mouse NSC medium (DMEM/F12 + Glutamax, HEPES, MEM-Non Essential Amino Acids, P/S, B27 Supplement, EGF, FGF) and grown in a humidified incubator at 37 °C. As soon as large spheres formed, they were dissociated with Accutase and re-seeded.

### High-throughput drug screening

High-throughput drug screening using an in-house semi-automated platform was performed. For this approach, we measured the drug responses of pbt-04 and a murine HGG-MYCN cancer cell line to 639 small-molecule compounds (including FDA-approved, phase I–IV, and experimental drugs). All compounds were dispensed using a D300e Digital printer (Tecan) in a 6–8-point serial dilution covering a concentration range from 0.0043 to 25 μM in 1536-well plates (Corning). After 72 h treatment, cell viability was detected by CellTiter-Glo Luminescent cell viability assay (Promega) using a Spark plate reader (Tecan). Dose-response to compounds was measured based on a normalized area under the curve (AUC). The AUC values for all compounds can be found in Supplementary data 1. AUC data of additional glioma cell lines as well as healthy control fibroblasts were generously provided for comparison by Marc Remke and Nan Qin.

### Histology, immunohistochemistry, and FISH-analysis

For hematoxylin and eosin (H&E) and immunohistochemistry (IHC) stains, brain tissue was fixed in 4% paraformaldehyde/PBS for at least 12 h. The tissue was dehydrated, embedded in paraffin, and sectioned at 4 μm according to standard protocols. All IHC stains were performed on a Ventana System (Roche) using standard protocols. The following antibodies were employed: MYCN (Cell Signaling, 517053, 1:1000), P53 (Dako, M7001, 1:800), Ki67 (Abcam, ab16667, 1:100), Nestin (Abcam, ab221660, 1:2000), SOX2 (Abcam, ab97959, 1:200), OLIG2 (Millipore, AB9610, 1:200), Cre (Covance / DCS-diagnostics, PRB-106P, 1:100) and GFAP (Dako, M0761, 1:200). FISH analyses were performed to detect possible amplifications at the *MYCN* locus using standard procedures and a SPEC MYCN/2q11 dual color probe (Zytovision, Germany).

### RNA Sequencing (RNA Seq)

We employed 11 mouse HGG-MYCN tumor samples (6 male and 5 female) as well as 6 mouse SHH-MBs (sex not determined) and three control samples (2 male and 1 female) of the cerebellum and three of the olfactory bulb (2 male and 1 female). After isolation of total RNA with TRIzol (Invitrogen), RNA integrity was analyzed with the RNA 6000 Nano Chip on an Agilent 2100 Bioanalyzer (Agilent Technologies). From total RNA, mRNA was extracted using the NEBNext Poly(A) mRNA Magnetic Isolation module (New England Biolabs) and RNA-Seq libraries were generated using the NEXTFLEX Rapid Directional qRNA-Seq Kit (Bioo Scientific) as per the manufacturer´s recommendations. Concentrations of all samples were measured with a Qubit 2.0 Fluorometer (Thermo Fisher Scientific), and distribution of fragment lengths of the final libraries was analyzed with the DNA High Sensitivity Chip on an Agilent 2100 Bioanalyzer (Agilent Technologies). All samples were normalized to 2 nM and pooled equimolarly. The library pool was sequenced on the NextSeq500 (Illumina) with 1 × 75 bp read length and 16.1 to 18.6 Mio reads per sample.

For each sample, sufficient quality of the raw reads was confirmed by *FastQC* v0.11.8^49^. Afterwards, the reads were aligned to the mouse reference genome GRCm38 with *STAR* v2.6.1c^50^ and simultaneously counted per gene by employing the *–quantmode GeneCounts* option. Counts are based on the Ensembl annotation release 95. Differentially expressed genes were estimated with *DESeq2* v1.22.2^51^.

### RNA Sequencing analysis

Raw fastq files of mouse samples were processed in usegalaxy.eu^52^. Low quality reads were detected using FastQC (Galaxy Version 0.73+galaxy0). Trimmomatic (Galaxy Version 0.38.1) was used for trimming poor quality reads (reads with average quality <20). Reads were aligned to the mm39.ncbiRefseq.gtf.gz using STAR aligner (Galaxy Version 2.7.8a+galaxy1) and gene expression was quantified using featureCounts (Galaxy Version 2.0.1+galaxy2). Deseq2(Galaxy Version 2.11.40.7+galaxy2) was used for generating VST-normalized files for all samples. Human gene expression data was obtained from GSE73038^1^. Mouse samples were measured in two different batches, and the VST-normalized files were combined and corrected for batch effect using ComBat from sva package (3.44.0) in Rstudio (4.2.1). For comparing mouse (11 tumors with MYCN amp and *Trp53* mutation and 6 SHH tumors) and human data (173 samples), only orthologous genes were used (*n* = 14,416). In order to correct for species-specific batch effect, ComBat was applied after combining the mouse and human data (GSE73038^1^). Average tumor subgroup-specific gene expression was used for calculating euclidean distance. Sample-sample distance plot was visualized using ComplexHeatmap (2.12.1). Limma (3.52.2) was used for performing differential expression analysis. Top 500 differentially expressed genes (adjusted for multiple testing using Bonferroni-Hochberg correction and sorted by F-statistic) were visualized using umap (0.2.9.0) and ComplexHeatmap (2.12.1) in Rstudio. AGDEX was performed in C++ as described previously^53^. AGDEX was based on 14,416 orthologues genes with human sonic hedgehog medulloblastoma (SHH MB) and mouse SHH MB as reference group for differential expression of tumor samples in each species, respectively. The statistical significance of the observed AGDEX value was determined via permutation as described^39,53^. The significance of changes in expression of MYCN was determined by Welch’s *t*-test of non-MYCN and HGG-MYCN human tumors and mouse OB vs. mouse HGG-MYCN. Gene set enrichment analysis (GSEA) was performed using the software GSEA v4.2.0 of the Broad Institute^54,55^. The gene set comprised 344 genes with transcription factor binding evidence in the MYCN-21190229-SHEP-21N-HUMAN profile from the CHEA Transcription Factor Binding Site Profiles dataset^56,57^. Genes were ranked by signal-to-noise ratio and statistical significance was determined via 1000 gene set permutations. *P* < 0.05 was considered significant.

### Global DNA-methylation analysis

Three mouse HGG-MYCN tumors were employed to methylation array (two male and one female). After isolation of genomic DNA, 200–500 ng DNA was used for bisulfite conversion by the EZ DNA Methylation Kit (Zymo Research). Then, the Mouse Methylation Bead Chip Array (Illumina) covering 285,000 CpG sites on the mouse genome was used on an iScan device (Illumina).

In order to compare the global DNA-methylation profile of mouse tumors with that of human samples, we collected human methylation profiles generated with the Illumina EPIC array, consisting of 850,000 CpG sites. The use of biopsy-specimens for research upon anonymization was always in accordance with local ethical standards and regulations at the University Medical Center Hamburg-Eppendorf. Apart from data generated for diagnostic purposes in-house and by cooperation partners, we included data generated and published by Capper et al. in 2018 (GSE73801)^42^ for the overview of human brain tumor entities. The raw data were preprocessed and beta values were extracted with minfi^58^. The 10,000 most differentially methylated CpG sites were used to generate a UMAP with the UMAP package^59^.

For the comparison of mouse and human tumors, only EPIC data were employed and *n* = 431 human brain tumors were included. Beta values were extracted from human idat files using minfi and the entire human dataset was quantile normalized. Mouse data were processed with SeSAMe^60^ (v1.12.9), beta values were extracted and the data were quantile normalized. 141 identical CpG sites were extracted from both datasets and human and mouse datasets were combined. After combination, the mixed mouse-human dataset was quantile normalized and an UMAP was generated.

The heatmap of the copy number variation (CNV) of 47 HGG-MYCN was created from idat files. CNV data was generated with the Conumee package (v1.28.0)^61^. CNV values of the bin signals were calculated and depicted as a heatmap using ComplexHeatmap. Mouse CNV plots were created similarly by employing the conumee pipeline with a few modifications including using an in-house generated reference set of normal mouse tissue.

### Single-cell RNA sequencing analysis

Mouse tumors of seven *hGFAP-cre::Trp53*^*Fl/Fl*^*::lsl-MYCN*^*Fl/wt*^ mice (43–92 days old, 5 male and 2 females) were isolated and minced. Samples were digested for 30 min at 37 °C in a freshly prepared solution of papain (Worthington) in pre-warmed DMEM/F12 medium (Thermo Fisher) with DNase (Worthington) and passed through a 40 µm cell strainer (Corning). Red blood cells were depleted using ACK lysis buffer (Thermo Fisher), and single-cell suspensions were cryopreserved. After thawing, non-vital cells that stained positive for 7-Aminoactinomycin D (eBioscience) were removed using a BD FACS Aria II cell sorter (BD Biosciences). Approximately 10,000 vital cells were used as input for scRNA-seq. Single-index libraries were generated with Chromium Single Cell 3’ v3.1 technology (10x Genomics) and sequenced using a NextSeq 2000 sequencing instrument (high-throughput kit, 100 cycles) at the Genomics Core Facility (University Hospital Münster, Germany) after quality control using a Tapestation 2200 (Agilent Technologies). The samples were analyzed with the 10x Genomics CellRanger v6.0.2 pipeline^62^ and Seurat R package v4.0.5^63^. Raw data were converted to fastq format with the CellRanger mkfastq function and then aligned against the murine reference transcriptome mm10 v2020-A with CellRanger count and default values. Seurat objects were generated for the samples based on the following filter criteria: at least three cells, a minimum feature count of 200, and cells with <25% of mitochondrial genes. Outlier cells with a high nCount_RNA value were classified as doublets and removed (threshold: 40,000–60,000). The filtered data were then normalized, integrated, and clustered with Seurat, using a resolution parameter of 0.5. Feature plots, UMAPs, dotplots, and heatmap visualizations were created with Seurat functions; a cluster-based cell type annotation was conducted based on the expression of characteristic marker genes per cell type. Lists of differentially expressed genes per cluster were calculated with Seurat’s findMarkers function, using the MAST test “hinter” using a resolution parameter of 0.5. The genes for each signature depicted in Fig. 4 are shown in Supplementary Fig. 4.

Finally, a logistic regression analysis based on the approach of Young et al.^64^ was used to identify similarities between the murine scRNA-seq clusters and a reference dataset by Mizrak et al.^65^ (GSE134918). Briefly, a multinomial regression model was trained on the chosen reference dataset with the R package glmnet^66^, and cell types were predicted for the original mouse data based on this model. Probabilities per reference cell type were aggregated on cluster level using R’s mean function, and visualized as heatmaps with the package pheatmap^67^.

### Statistical information

Animal survival was depicted as a Kaplan–Meier curve, made and assessed using GraphPad Prism 9 software. Significant *p* values are reported for appropriate figures in the figure legend. The sample size (*n*) is given in the figure legend or in the respective figure panel. Error bars represent the standard error of mean. The cut-off values for bioinformatic analyses are noted in the respective methods section. Further information is included in the Reporting summary.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source data

## Data Availability

The DNA methylation and RNA sequencing data including the raw data generated in this study have been deposited in the GEO database under accession code GSE227413. The scRNA sequencing data has been deposited in the GEO database under accession code GSE237237. The human gene expression data was obtained from GSE73038. Human DNA methylation data was obtained from GSE73801 and GSE215240. Mouse scRNA sequencing data publicly available from GSE134918 was employed in this study. AUC data from other glioma cell lines were provided by Marc Remke and Nan Qin. Source data are provided with this paper.

# Supplementary material for: Mouse models of pediatric high-grade gliomas with MYCN amplification reveal intratumoral heterogeneity and lineage signatures
**Source:** Nat Commun. 2023 Nov 24;14:7717. doi: 10.1038/s41467-023-43564-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary data 1:** AUC values for all substances in HTDS screen for mouse HGG-MYCN cell line (PN003) and human cell line (pbt04). The AUC was determined after incubating the indicated cell lines with different concentrations of the inhibitors by a Cell Titer Glo viability assay. All values were determined in triplicates. A high AUC corresponds to a low sensitivity and vice versa.

# Supplementary material for: Mouse models of pediatric high-grade gliomas with MYCN amplification reveal intratumoral heterogeneity and lineage signatures
**Source:** Nat Commun. 2023 Nov 24;14:7717. doi: 10.1038/s41467-023-43564-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>RNA Seq.: Raw fastq files of mouse samples were processed in usegalaxy.eu42. Low quality reads were detected using FastQC (Galaxy Version 0.73+galaxy0). Trimmomatic (Galaxy Version 0.38.1) was used for trimming poor quality reads (reads with average quality &lt; 20). Reads were aligned to the mm39.ncbiRefseq.gtf.gz using STAR aligner (Galaxy Version 2.7.8a+galaxy2) and gene expression was quantified using featureCounts (Galaxy Version 2.0.1+galaxy1).</p> <p>ScRNA Seq: The samples were analyzed with the 10x Genomics Cell Ranger v6.0.2 pipeline54 and Seurat R package v4.0.555. Raw data was converted to fastq format with the Cell Ranger mkfastq function and then aligned against the murine reference transcriptome mm10 v2020-A with Cell Ranger count and default values. Seurat objects were generated for the samples based on the following filter criteria: at least three cells, a minimum feature count of 200, and cells with &lt; 25% of mitochondrial genes</p> <p>DNA Methylation: Raw idat files of mouse DNA methylation arrays generated with the iScan device were processed with the openSeSAMe pipeline (v1.12.9).</p>                                                            |
| Data analysis   | <p>RNA Seq.: DEseq2(Galaxy Version 2.11.40.7+galaxy2) was used for generating VST-normalized files for all samples. Mouse samples were measured in two different batches, and the VST- normalized files were combined and corrected for batch effect using ComBat from sva package (3.44.0) in Rstudio (4.2.1). Average tumor subgroup-specific gene expression was used for calculating euclidean distance. Sample-sample distance plot was visualized using ComplexHeatmap (2.12.1). Limma (3.52.2) was used for performing differential expression analysis. Top 500 differentially expressed genes (adjusted for multiple testing using Bonferroni-Hochberg correction and sorted by F-statistic) were visualized using umap (0.2.9.0) and ComplexHeatmap (2.12.1) in Rstudio. AGDEX was performed in C++ as described previously. Gene set enrichment analysis (GSEA) was performed using the software GSEA v4.2.0 of the Broad Institute.</p> <p>DNA Methylation: Human data was processed with minfi and noob-normalized beta-values were employed for clusering. Mouse data were processed with SeSAMe (v1.12.9), beta values were extracted and the data were quantile normalized. The conumee package (v1.28.0) was</p> |

used for generating CNV data. CNV values of the bin signals were calculated and depicted as a heatmap using ComplexHeatmap. ScRNASeq.: The filtered data was normalized, integrated, and clustered with Seurat, using a resolution parameter of 0.5. Feature plots, UMAPs, dotplots and heatmap visualizations were created with Seurat functions. Lists of differentially expressed genes per cluster were calculated with Seurat's findMarkers function, using the MAST test "hinter" using a resolution parameter of 0.5. Finally, a logistic regression analysis was used to identify similarities between the murine scRNA-seq clusters and reference datasets. Briefly, a multinomial regression model was trained on the chosen reference dataset with the R package glmnet, and cell types were predicted for the original mouse data based on this model. Probabilities per reference cell type were aggregated on cluster level using R's mean function, and visualized as heatmaps with the package pheatmap.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The DNA methylation and RNA sequencing data including the raw data generated in this study have been deposited in the GEO database under accession code GSE227413 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227413>]. The scRNA sequencing data has been deposited in the GEO database under accession code GSE237237 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237237>]. The human gene expression data was obtained from GSE73038 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73038>]. Mouse scRNA sequencing data publicly available from GSE134918 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134918>] was employed in this study. AUC data from other glioma cell lines were provided by Marc Remke and Nan Qin. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                            |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | We included brain tumor samples of 2 male and 3 female patients. We only used anonymized data and deducted the sex from the methylation data without any sex selection.                                                                                                                    |
| Population characteristics  | Population characteristics our data mostly includes primary biopsies from tumors in children (under 18 years old) with no selection on a specific sex.                                                                                                                                     |
| Recruitment                 | No participants were recruited to this study. We used publically available data on patient collections where a specific brain tumor was identified upon diagnosis. Apart from that we used biopsy specimen from the University Medical Center Hamburg-Eppendorf.                           |
| Ethics oversight            | We used publically available data on patient collections where a specific brain tumor was identified. The use of biopsy-specimens for research upon anonymization was always in accordance with local ethical standards and regulations at the University Medical Center Hamburg-Eppendorf |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size | Sample sizes for in vivo experiments were not statistically determined but set on the basis of agreeing to a size suitable for ethical regulations while also large enough to ensure strong statistical power. Sample sizes were large enough to ensure results obtained were of a representative quantity and quality. For global gene expression analysis more than 3 samples of each group were included. For in vitro experiments, initial sample size for the number of new cell lines generated was n=6, which was determined comparable to the sample sizes for other in vivo experiments. For high-throughput drug-screening, a representative cell line was directly compared against another representative line. Such experiments were always confirmed and repeated at least three times. When histological analyses were performed, numerous biological repeats were conducted to ensure a representative overview. Here no statistical method was used to determine the sample size as a representative average should be obtained. |
|-------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | In vitro experiments were replicated numerous times (>3). Analysis of animal tissue was carried out for many animals across multiple generations to ensure no genetic changes occurred and that all data shown was an accurate and average representation of these samples. Where appropriate, statistical analysis has been carried out for these replicates. The work we present is reliable as it is a combination of many findings, both confirmed in vivo and in vitro. |
| Randomization   | No randomization was performed as no groups were assigned which would need to be randomized.                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Blinding was performed where the responsible researcher blinded results that were analyzed/quantified. In vivo work and mouse symptoms were assessed by multiple researchers as well as the technical staff in the animal facility. Unless stated otherwise, all mice were sacrificed at a humane endpoint judged to be similar across all individual animals.                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | MYCN (Cell Signaling, 517053, 1:1000), P53 (Dako, M7001, 1:800), Ki67 (Abcam, ab16667, 1:100), Nestin (Abcam, ab221660, 1:2000), SOX2 (Abcam, ab97959, 1:200), OLIG2 (Millipore, AB9610, 1:200), Cre (Covance / DCS-diagnostics, PRB-106P, 1:100) and GFAP (Dako, M0761, 1:200).      |
| Validation      | Antibodies were used as per the manufacturers' instructions. The initial validation was performed by the manufacturers. All stainings included a positive and a negative control (within the same tissue or cre-negative control animals) to ensure technically successful stainings. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                              |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The pn003 cell line were derived from tumors of the transgenic mice generated in this study. Pbt-04 cells were received from SCRI, Brain tumor resource lab. |
| Authentication                                                    | Pbt-04 cells were authenticated by their Copy Number profile generated from methylation array data.                                                          |
| Mycoplasma contamination                                          | All cell lines were tested negatively from mycoplasma contamination by using a Mycoplasma detection kit (PCR Mycoplasma Test Kit I/C) from PromoKine.        |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were employed in the study.                                                                                             |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | We used previously described mouse lines: hGFAP-cre (JAX:4600), Blbp-cre (MGI:3810647), Sox2-cre (JAX:008454), Trp53 <sup>fl</sup> /Fl (JAX:008462) and Isl-MYCN (MGI:6196127) as well as Math1-cre::SmoM2 <sup>fl</sup> /wt (doi: 10.1016/j.ccr.2008.07.005.) transgenic mouse lines and generated a new transgenic mouse strain crossed from the aforementioned mice. We used mice aged 8-30 weeks for mating, hGFAP-cre::Isl-MYCN::TP53 <sup>fl</sup> /Fl mice became symptomatic with 80-90 days and were sacrificed, Math1-cre::SmoM2 <sup>fl</sup> /Fl mice were sacrificed at P12. |
| Wild animals       | No wild animals were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

|                         |                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | In transgenic animals both female and male mice develop tumors spontaneously (no significant differences).                                          |
| Field-collected samples | This study did not include field-collected samples.                                                                                                 |
| Ethics oversight        | All animal procedures were performed in accordance with applicable animal protection laws and approved by the state of Hamburg (Reference N2019/99) |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

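Single-cell RNA sequencing (10x Genomics, 3′ chemistry) of tumors from 4 hGFAP-cre::Trp53Fl/Fl::lsl-MYCN mice was analysed, mouse 4 and mouse 5 at P43 and mouse 6 and mouse 7 at P70. The libraries of P77 and P92 were not analysed here. The deposited values are raw UMI counts, which the authors made with CellRanger by aligning the reads to the mouse reference mm10 extended by human MYCN and firefly luciferase and by counting molecules per gene and cell barcode. No normalization is included, and barcodes above the mitochondrial and UMI limits of the methods are still present. The features lack Xist, Trac, Trbc2 and Chi3l1, which were left out of the marker lists.

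The libraries held 3430 (mouse 4), 1739 (mouse 5), 2972 (mouse 6) and 3693 (mouse 7) barcodes, with medians of 1483, 3890.0, 4345.5 and 9946 UMIs. Cells with at least 200 genes, less than 25% mitochondrial UMIs and at most 40000 UMIs were kept, all counted over the genes present in at least 3 cells of a library. Of the barcodes, 75, 248, 191 and 209 had 25% or more mitochondrial UMIs, 36, 36, 49 and 15 had more than 40000 UMIs, and 1, 62, 34 and 13 had fewer than 200 genes. Kept were 3319, 1456, 2732 and 3469 cells with medians of 926, 2040.0, 1754 and 3487 genes.

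Clusters were computed with Seurat 5.3.0 (SeuratObject 5.2.0) in R 4.3.3, by log normalization, 2000 variable genes, anchor integration of the 4 mice, 30 principal components, a resolution of 0.5 and the seed 1. The limit of 40000 UMIs is the lower end of the range in the methods and the resolution is the one named there. Clusters with at least 500 CPM of human MYCN plus luciferase were called tumor clusters. Names came from 17 marker lists. A list's gene counted when it was raised at least 2-fold with 10 CPM added to both sides, in clusters under the reporter limit over all other cells and in reporter clusters over the immune and vessel cells. A name needed at least 3 such genes, and the genes of the list among the 10 leading genes of a cluster decided between lists. A reporter cluster led by markers of an immune or vessel class was left unassigned. The lists were fixed before the counts were seen, whereas the reporter limit, the folds and the way to decide between lists were set after the clusters had been seen.

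Shares of cells were computed per mouse, with 95% exact binomial (Clopper-Pearson) intervals that cover counting error only, and where a count was 0, 3 counts were taken as the limit it allows. Shares of cells with a UMI, and genes per cell, were computed after thinning each cell to 2000 UMIs, with 1000 UMIs and no thinning as alternatives. A cell counted as cycling with at least 2 of 8 cell cycle genes (Mki67, Top2a, Cdk1, Ccnb1, Birc5, Ube2c, Cenpf and Tpx2), with 3 genes as the alternative. Ages were compared over mice by exact two-sided permutation tests with scipy 1.17.1, and tumor with TME cells by an exact sign-flip test within mice. Shares of single TME classes were planned as values without a test.

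Genes that differ between ages were tested on UMI counts summed per mouse over the cells of a class, in each class with at least 20 cells in each mouse, by edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, limit 0.05). Whether the change with age differs between 2 classes was tested by an interaction term with the mouse as a block. Tested on simulated data with 200 genes changed 4-fold, the age test recovered 97.0% in OL-like cells, 100.0% in EC, 99.5% in mural cells, 95.0% in DC, 83.5% in Myeloid cells and 54.5% in Lymphoid cells. The interaction test recovered 56.0% for EC against OL-like cells, 62.5% for mural against OL-like cells and 98.5% for mural cells against EC. In both simulations the changed genes were drawn from the more highly expressed ones, with the dispersion of the fitted trend alone. Changes under 4-fold were not simulated. Genes called in EC and tested in OL-like cells had a median log2 change of 1.31 in EC. The recovered shares thus do not show that changes of that size would be found in OL-like cells. Named genes are those the paper names in connection with the tumors, all genes of the marker lists, the sex genes, and the 5 genes with the largest rise and the 5 with the largest fall among those changed with age in OL-like cells whose mice do not overlap, which were none.

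Gene positions came from the GENCODE vM21 annotation of GRCm38, which held 21817 of the features. Around Rosa26, genes with at least 30 CPM in OL-like or vessel cells were compared with the vessel cells (EC and mural cells) after adding 10 CPM. For whole chromosomes, the reference was the mean of the OL-like cells of the 4 mice, each mouse counting alike. The log2 ratios to this mean were taken over 3435 genes above 50 CPM in it, with 5 CPM added, and centred on their median. The median over the genes of a chromosome was then given. A lowered chromosome is thus lower than in the average of these tumors, which includes the mouse tested, and not lower than in normal cells. Ratios of NB-like over OL-like cells were taken within a mouse. A first version with lower limits recovered too little of a simulated loss, so these limits were chosen after values had been seen. With 0.75 of the counts left on chromosome 14 (log2 -0.41), the simulated medians were -0.51, -0.41 and -0.40 at the depths of mice 4, 6 and 7.

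Alternatives were a limit of 60000 UMIs, mitochondrial shares under 10%, a resolution of 1.0, no integration, tumor cells called cell by cell, DESeq2 1.42.0, no filter on genes, sex as a covariate, equal cell numbers, and leaving out each mouse in turn. Scrublet (scanpy 1.11.5, Python 3.11.15) called 33 of 10975 cells doublets by its automatic threshold, 0.301% of them, which left nothing to compare. The highest scores at the expected rate of 0.8% per 1000 cells, 261 cells, were therefore left out as an added alternative. Values of some single genes are not reported here. The regression on the reference atlas was not repeated, and MOL, OPC and neurons were left out of the age test because at least 1 mouse had fewer than 20 of these cells.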

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

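The tests of the genes around Rosa26 in each mouse, of the depth of OL-like cells, of cells from another library in mouse 6 and of chromosomes in MOL, the values computed for mixed RNA and its sources, the random lists of chromosome 16, and the division of the genes in the free RNA test, were chosen only after the result was seen.

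Changes with age were called in vessel cells and not in OL-like tumor cells. In EC, 902 of 8798 genes differed between P43 and P70 (574 higher and 328 lower at P70, edgeR with Benjamini-Hochberg adjustment) and in mural cells 1580 of 8524 (911 and 669), whereas in OL-like cells it was 0 of 11710, with 540 at an unadjusted p under 0.05. Tested as an interaction, the change differed between EC and OL-like cells for 96 of 11875 genes, and between mural and OL-like cells for 491 of 11801. Only 66 of the 902 genes called in EC and 407 of the 1580 called in mural cells were among these, so for most called genes a difference from OL-like cells is not shown. A difference between the libraries of both ages that reaches all cells would move the same genes in OL-like cells. There, the 750 genes called in EC and tested in OL-like cells had a median change in the direction of EC of 0.11 (log2) against 1.31 in EC. This argues against a library difference that moves all cells by the same amount. One that moves OL-like cells less stays open, since 61.2% of these genes went in the same direction there. In EC and mural cells, 301 of the 340 genes called in both moved the same way, which such a difference would also give. Depth does not limit OL-like cells, whose smallest sum was 4334362 UMIs, above the largest of EC with 1959762 UMIs. OL-like sums did vary more between mice of an age, with a common dispersion of 0.11 against 0.0197 in EC, so that smaller changes would be missed there. By Myeloid markers, free RNA of other cells was estimated at 2.07% in EC of mouse 6 and 0.11% in those of mouse 7. By the reporter it was 1.21% and 18.1%. The larger share of each mouse was used, and mouse 7 has only 36 EC (and 36 mural cells). For 356 of the 574 genes called higher at P70 (62.0%) the rise exceeded what these shares bring in both P70 mice, and for mouse 6, which the prediction named, it did so for 567. For the other 218 genes, free RNA and a change in EC cannot be told apart, since in at least 1 P70 mouse, nearly always mouse 7, their rise lies under the level that free RNA brings. A preparation effect on vessel cells alone, the age of the mice and the growth of the tumors stay open and were not tested, as each age has its own libraries.

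Genes around the transgene were raised in tumor cells over a wide stretch, in data the paper does not report for these tumors. Of 37 genes in a window around Rosa26 (chromosome 6, 113067428 to 113077333 of GRCm38), 26 lay at least 4-fold above the vessel cells in OL-like cells of mouse 5, 14 in mouse 4, 12 in mouse 6 and 4 in mouse 7. From the first to the last of these genes the stretch measured 3.06 Mb in mouse 5 and mouse 6, 2.32 Mb in mouse 4 and 0.53 Mb in mouse 7. Among 1479 windows of 5 Mb, the one with most genes raised in at least 3 mice lay here, with 10 of 31 genes, against 6 of 20 at the next locus on chromosome X and a median share of 2.78%. Ranked by share instead, as was done first, a window on chromosome X with fewer genes (5 of 12) came ahead with 41.7%. An expression program shared by the tumors would raise the same neighbors in each mouse. Over all 37 genes, the median log2 above vessel cells was 1.44, 2.66, 1.49 and 0.22 in OL-like cells of mice 4 to 7, a range of 2.44, while in 188 other windows of 37 neighboring genes it was at most 1.19, which argues against it. A gain of DNA that differs in extent between the tumors may explain this and was not measured here.

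In mouse 6 the median log2 over these 37 genes was -0.11 in NB-like cells and 1.49 in OL-like cells (Arpc4, Jagn1, Emc3, Brk1 and Sec13, chosen after their values were seen, summed to 455 and 2875 CPM), while Thumpd3 and Setd5 next to Rosa26 were raised in both, to 1162 and 833 CPM. Cells of mouse 7 in this library would have to be nearly all of the NB-like cells to give this median, and would lower chromosome 10 as in NB-like cells of mouse 7 (median log2 -0.62). In NB-like cells of mouse 6 it lay at 0.19, and 0 barcodes were shared with mouse 7, which argues against it. These cells had 47.9 CPM of 4 Y genes (12 UMIs), more than the 0.0 CPM of mouse 7 but less than tumor cells (124 CPM) and TME cells (187 CPM) of mouse 6, so some cells of mouse 7 among them stay open. A separate gain of DNA in both populations of the tumor may be the reason, and as only 29 NB-like cells of mouse 6 were available it remains a hypothesis.

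The AC-like cluster, which the paper does not report among tumor cells, held 2233 CPM of the reporter in mouse 7 at a resolution of 1.0. RNA of OL-like cells in normal astrocytes would give values between those of TME and OL-like cells. The reporter instead lay above the 1773 CPM of OL-like cells of mouse 7, and Thumpd3 and Setd5 summed to 1092 CPM, near the 1158 CPM of OL-like cells and above the 97.3 to 281 CPM of vessel cells, which argues against it in this mouse. RNA of the few cells with the highest reporter would need a share of only 31.3% for this, but genes of chromosome 10 were lowered to a median log2 of -0.65, as far as in OL-like cells (-0.60). These chromosome values are relative to the mean of the OL-like cells of all mice. In mouse 6 the genes of chromosome 19 were lowered in AC-like cells (median log2 -0.47, 53 cells), as in OL-like cells (-0.31). EC, mural, Myeloid, DC and Lymphoid cells had -0.02 to 0.38. At a resolution of 0.5, the AC-like cells of mouse 6 (80 cells) were lowered less, to -0.21. To bring their reporter, RNA of OL-like cells would carry at least 2192 CPM of Arpc4, Jagn1, Emc3, Brk1 and Sec13 and RNA of NB-like cells at least 1119 CPM of Thumpd3 and Setd5. The AC-like cells of mouse 6 had 811 and 527 CPM, which argues against both. RNA of the 18 cells of mouse 6 with the highest reporter would bring at least 657 CPM of Thumpd3 and Setd5, a value from 66 UMIs and too near to 527 CPM, so for mouse 6 this source and tumor cells cannot be told apart. An astrocytic part of the tumor may exist in mouse 7, and less surely in mouse 6, as a hypothesis found and tested on the same cells.

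MOL of mouse 7 held 489.9 CPM of the reporter, just under the limit for tumor cells, against 15.0 and 24.8 CPM in mice 4 and 5 and 602 CPM in mouse 6 from 3 cells. Free RNA of tumor cells in normal oligodendrocytes would lower chromosomes only by its share, which the reporter puts at 26.8%, to a median log2 of -0.13 for chromosome 10. Chromosome values are again relative to the mean of the OL-like cells of all mice. Genes of chromosome 10 were lowered to -0.69 in MOL of mouse 7, as in OL-like cells of mouse 7 (-0.60) and outside the -0.39 to 0.19 of EC, mural, Myeloid, DC and Lymphoid cells, and those of chromosome 7 to -0.47 where this share would give 0.04, which argues against free RNA as the whole cause. Thumpd3 and Setd5 summed to 253 CPM, above the 91.5 and 88.6 CPM in MOL of mice 4 and 5 and far under the 1158 CPM of OL-like cells, so whether MOL of mouse 7 include tumor cells stays open. The value of -0.39 for chromosome 10 came from Lymphoid cells of mouse 7, 25 cells.

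Genes of chromosome 14 were lower in NB-like than in OL-like cells of mouse 7, with a median log2 ratio of -0.49 and 86.2% of the genes below 0, and 0 of 10000 random lists of genes were as low. The same chromosome was lowered in mouse 6 (-0.50, 0 of 10000 lists), but not in the NB-like cells of mouse 4 (-0.05, 1570 of 10000 lists). Chromosome 16 was lowered less, to -0.34 in mouse 6 (0 of 10000 lists) and -0.20 in mouse 7 (4 of 10000 lists), and not in mouse 4 (-0.01). The values of mouse 4 say little about NB-like cells. Of its 42 NB-like cells, 37 carried neither Dlx or Gad2 nor Neurod1, Nhlh2 or Calb2 RNA. Without integration, 34 of them fell into an OL-like cluster. Other chromosomes differed between the P70 mice. Chromosome 7 was at -0.24 in mouse 6 (0 of 10000 lists) and -0.05 in mouse 7 (1173 of 10000 lists). Chromosome 9 was at -0.45 in mouse 6 and -0.04 in mouse 7. For chromosome 14, an expression program of NB-like cells would give the same value in both P70 mice, which the -0.50 of mouse 6 goes with. A loss of this chromosome in both tumors would give it too and stays open.

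At a resolution of 1.0 a small cluster of 12, 36, 18 and 52 cells in mice 4 to 7 held the highest reporter level, up to 19289 CPM in mouse 5 (117 of these cells come from the unassigned cluster), with medians of 731 to 1142 UMIs. Nuclei or broken cells that lost cytoplasmic RNA would hold few transcripts of ribosomal proteins. These took 4.95% of the UMIs outside mitochondrial genes, against 20.9% in OL-like cells, lower in 4 of 4 mice, which is consistent with broken cells, and mitochondrial genes took 16.4% against 5.06%. No biological explanation was tested.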

How the results depend on the processing

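Sex by Y chromosome genes as a covariate, doublets at the expected rate and the limit of 2000 UMIs for the TME share are tests chosen only after the result was seen, and the other alternatives and the tests they belong to were set before the data were examined. The planned removal of doublets by the automatic threshold of scrublet was not run, as it called almost no cell. No paired analysis was possible because the mice of both ages are different animals.

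Of 56 values that the alternatives gave for the main results, 36 stayed on their side, 18 counts of genes moved by more than the limit and 2 shares reversed. The TME share stayed lower at P70 in these 7 alternatives (-22.0 to -7.25 points) but ran from -41.3 to 20.7 points with each mouse left out, at 20.7 without mouse 7 and 13.4 without mouse 5. The NB-like share kept its direction (10.3 to 11.5 points), with 2.98 points without mouse 7 and up to 17.9 points, as did the OL-like share (-18.3 to -15.3 points, and -20.8 to -15.3 points with each mouse left out). The reporter difference was 64.2 points without thinning and lay between 64.3 and 74.7 points with each mouse left out.

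The difference in cycling tumor cells reversed from -1.46 to 2.02 points with 3 genes and to 2.87 points without thinning, and in OL-like cells from -2.55 to 1.48 and 1.503 points. The cause was not tested. With each mouse left out it ran from -6.77 points without mouse 5 to 3.84 points without mouse 4, and in OL-like cells from -6.93 to 1.84 points for the same mice.

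With DESeq2 in place of edgeR, 50 genes differed with age in OL-like cells, 235 in EC (230 of them also with edgeR), 549 in mural cells (542 of them), 84 in Myeloid cells and 4 in Lymphoid cells. Without a filter it was 2 in OL-like, 309 in Myeloid cells, 354 in DC and 195 in Lymphoid cells. With the sex of the labels as a covariate it was 0 in Myeloid cells, with 534 at an unadjusted p under 0.05, and 4 in DC. With sex by Y genes it was 536 in EC, 108 in DC and 4 in Lymphoid cells. With equal cell numbers, which leaves fewer UMIs and genes to test, it was 26 in EC, 593 in mural cells, 6 in Myeloid cells and 32 in DC. Apart from the last setting, the cause was not tested. Counts of 0 in OL-like cells remained with the sex of the labels, with sex by Y genes, with equal cell numbers and at a resolution of 1.0. The tests of interactions between classes were run with the main settings alone.

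The log2 change of Aurka in OL-like cells, -0.01, was 0.011 without a filter, 0.0031 with the sex of the labels, 0.012 with sex by Y genes and 0.0076 at a resolution of 1.0, against -0.23 with equal cell numbers, 0.26 without mouse 4 and -0.22 without mouse 5, and the cause was not tested. Human MYCN (0.44) ran from -0.33 without mouse 4 to 2.21 without mouse 5, and FLUC (0.13) from -0.47 to 1.21 for the same mice. Among the other values, genes per cell fell with thinning to 1000 UMIs, since fewer molecules are seen.

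Shares of all cells with each mouse left out ran from -28.3 to -6.68 points for EC, -13.5 to -3.70 for mural cells, 1.08 to 26.7 for Myeloid cells, -1.76 to 14.1 for DC, -7.33 to 2.12 for Lymphoid cells, -2.94 to -0.779 for MOL and -0.794 to 2.43 for OPC. Depth limits the NB-like values at P43, where thinning left 6 cells in each mouse.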

Differences from the paper's values

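None of the tests in this part were chosen only after the result was seen. The bars of Fig. 4f, read by eye, add up to more than the whole for an age, so the values taken from it are rough. In Fig. 4f, read by eye, Myeloid cells make up about 7% of the cells at P43, against 2.51% here when the cells of both mice are pooled. With mitochondrial shares under 10% the value was 4.80% and no longer counted as different. This value included a cluster with 84 and 17 cells of mice 4 and 5, led by Camp and S100a9 but also Jchain, with no B cell cluster beside it. The cluster led by C1qb held 54 and 59 cells there, against 53 and 67 at the main setting. The filter itself is thus not shown to close the gap. A resolution of 1.0 (3.12%), 60000 UMIs (2.90%), no integration (2.89%) and leaving out mouse 4 (4.60%) or mouse 5 (1.60%) did not close it.

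In Fig. 4f, read by eye, MOL make up about 10% of the cells at P43, against 2.62% here. None of the alternatives set before the data were examined closed the gap: 4.48% at a resolution of 1.0, 1.53% with 60000 UMIs, 2.67% with mitochondrial shares under 10%, 2.53% without integration, 4.12% without mouse 4 and 1.96% without mouse 5. For P70 the figure shows about 4% MOL in Fig. 4f, read by eye, against 1.31% here. A resolution of 1.0 gave 3.44% and closed the gap, whereas 60000 UMIs (0.719%), mitochondrial shares under 10% (1.31%), no integration (0.0650%) and leaving out mouse 6 (2.25%) or mouse 7 (0.110%) did not.

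The legend of Fig. 4 describes tumors of the earliest stage as made of OL-like tumor cells alone and the paper's text as mostly made of them, while 2.02% of the tumor cells at P43 fell into the NB-like cluster here, 50 cells. Without integration, 4 of these 50 cells stayed NB-like and 34 fell into an OL-like cluster, so a difference from the legend is not shown. The paper assigns MOL to the non-malignant cells, and here those of mouse 7 held 489.9 CPM of the reporter. Beside the superclusters of tumor cells that the paper names, an AC-like cluster of 286 cells with 1852 CPM of the reporter was found here.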

Other observations

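The tests of the Y chromosome genes were chosen only after the result was seen.

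The Y genes went against the sex labels at P43, with 221 CPM in TME cells of the library labelled female and 0.53 CPM (3 UMIs) in those of the library labelled male. Loss of the Y chromosome in tumor cells of the latter would leave its TME cells with Y RNA, as in mouse 6 (187 CPM), which the 0.53 CPM argues against. Exchanged labels of both P43 mice would give the values seen, and no other biological explanation was tested.

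TME shares differed by 47.4 points between the mice at P43 and by 62.1 points at P70. Barcodes with few UMIs could produce such gaps, but with cells of at least 2000 UMIs the smaller gap was still 39.0 points and the larger 66.0 points, against -16.5 points between ages. With tumor cells called one by one from a reporter UMI, the gap was 8.43 points at P43, less than the -22.0 points between ages, and 61.3 points at P70. This call used cells without thinning and counted tumor cells without a reporter UMI as TME. OL-like cells had a median of 1328 UMIs and 827.5 CPM of the reporter in mouse 4, against 23337 UMIs and 3094 CPM in mouse 5. Tumor cells of mouse 4 were thus missed more often, so the smaller gap at P43 does not speak against the larger one. How much tissue around the tumor was taken was not tested.

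The NB-like cluster at P43 held less reporter RNA than OL-like cells of the same mice. Normal neuroblasts would have the neighbors of Rosa26 at the level of vessel cells (573 to 732 CPM). In mouse 4 Arpc4, Jagn1, Emc3, Brk1 and Sec13 summed to 3857 CPM in NB-like cells, near the 4445 CPM of its OL-like cells, which argues against normal neuroblasts as the bulk of its 42 cells. Of these, 37 carried neither Dlx or Gad2 nor Neurod1, Nhlh2 or Calb2 RNA, so that OL-like tumor cells placed in the cluster stay open. For mouse 5, normal neuroblasts and tumor cells cannot be told apart, since 5 of its 8 cells carried Dlx or Gad2 RNA with 10 reporter UMIs among 51643 UMIs.

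Chromosome values here are relative to the mean of the OL-like cells of all mice. In OL-like cells of mouse 7, genes of chromosomes 7 and 10 were lowered (median log2 -0.44 and -0.60), in mouse 4 those of chromosomes 7 and 19 (-0.48 and -0.29), and in mouse 6 those of chromosome 19 (-0.31). In EC, mural, Myeloid, DC and Lymphoid cells chromosome 7 lay between 0.15 and 0.43, chromosome 10 between -0.39 and 0.19 and chromosome 19 between -0.02 and 0.38. NB-like cells of mouse 6 also had chromosome 9 lowered (-0.56). For other tumors of the model, the paper reports changes of chromosomes 7, 14 or 16 in at least 2 of them and a gain at Rosa26.

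Cycling cells made up 42.3 ± 7.50% of tumor cells at P43 and 40.9 ± 1.28% at P70 (SD, n = 2 mice each, exact two-sided permutation p = 1.00, smallest 0.333), a difference of -1.46 points that was within the spread between mice and changed sign with the threshold. TME cells had 2.06%, 1.04%, 2.65% and 8.56% of cycling cells in mice 4 to 7. In NB-like cells the shares were 33.3% at P43, from 6 cells in each mouse, and 68.8% at P70.

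In OL-like cells, Top2a changed by 0.45 (log2, standard error 0.17) from P43 to P70 and Mki67 by 0.42 (standard error 0.36), with adjusted p = 1.00 for both (edgeR, Benjamini-Hochberg). Leaving out each mouse moved Top2a between 0.38 and 0.53 and Mki67 between 0.03 without mouse 4 and 0.96 without mouse 5. In DC 68 of 5667 genes differed with age and in Myeloid cells 18 of 5558, against 0 of 5616 in Lymphoid cells with 445 at an unadjusted p under 0.05. Between mural cells and EC the change with age differed for 1001 of 10254 genes, and 301 of the 340 genes called in both moved the same way.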
